# Wnt/β-catenin signaling regulates amino acid metabolism through the suppression of CEBPA and FOXA1 in liver cancer cells

**DOI:** 10.1038/s42003-024-06202-9

**Published:** 2024-04-29

**Authors:** Saya Nakagawa, Kiyoshi Yamaguchi, Kiyoko Takane, Sho Tabata, Tsuneo Ikenoue, Yoichi Furukawa

**Keywords:** Hepatocellular carcinoma, Transcriptional regulatory elements

## Abstract

Deregulation of the Wnt/β-catenin pathway is associated with the development of human cancer including colorectal and liver cancer. Although we previously showed that histidine ammonia lyase (*HAL*) was transcriptionally reduced by the β-catenin/TCF complex in liver cancer cells, the mechanism(s) of its down-regulation by the complex remain to be clarified. In this study, we search for the transcription factor(s) regulating *HAL*, and identify CEBPA and FOXA1, two factors whose expression is suppressed by the knockdown of β-catenin or TCF7L2. In addition, RNA-seq analysis coupled with genome-wide mapping of CEBPA- and FOXA1-binding regions reveals that these two factors also increase the expression of arginase 1 (ARG1) that catalyzes the hydrolysis of arginine. Metabolome analysis discloses that activated Wnt signaling augments intracellular concentrations of histidine and arginine, and that the signal also increases the level of lactic acid suggesting the induction of the Warburg effect in liver cancer cells. Further analysis reveals that the levels of metabolites of the urea cycle and genes coding its related enzymes are also modulated by the Wnt signaling. These findings shed light on the altered cellular metabolism in the liver by the Wnt/β-catenin pathway through the suppression of liver-enriched transcription factors including CEBPA and FOXA1.

## Abstract (web summary)

The Wnt/β-catenin signaling pathway participates in the regulation of cellular metabolism in liver cancer cells.

## Introduction

Alterations in the genes associated with the Wnt/β-catenin signaling pathway have been identified in various types of tumors^1^. In colorectal cancer, over 90% of the cases carry at least one mutation in genes involved in this pathway such as inactivating mutations of the adenomatous polyposis coli (*APC*) gene (~80%) and activating mutations of the β-catenin (*CTNNB1*) gene (~5%)^2^. In hepatocellular carcinoma (HCC), somatic mutations in *CTNNB1* (31%) and *AXIN1* (6%) have been frequently found^3^. These mutations result in the accumulation of β-catenin and its translocation into the nucleus to form transcriptionally active complexes with T-cell factor/lymphoid enhancer factor (TCF/LEF) family proteins. Importantly, genes directly transactivated by the complexes have been shown to play a key role in the development of tumors. For example, c-Myc and cyclin D1 regulate cell proliferation and/or cell cycle progression^4,5^. Although more than one hundred target genes have been identified, most of the genes are transcriptionally up-regulated by the complex, and little attention have been paid to the down-regulated genes.

We previously reported that the suppressed expression of IRF1 by the signal plays a vital role in colorectal carcinogenesis, and its expression was regulated by the ubiquitin-proteasome pathway through a deubiquitinase complex, USP1/UAF1^6^. We also revealed that histidine ammonia-lyase (*HAL*), phosphoenolpyruvate carboxykinase 1 (*PCK1*), solute carrier family 51 subunit alpha (*SLC51A*), pleckstrin 2 (*PLEK2*), integrin β3 (*ITGB3*), and secretory leukocyte protease inhibitor (*SLPI*) were transcriptionally down-regulated by the Wnt signaling pathway in liver cancer^7^. Additionally, we identified a regulatory region of *HAL*, between −90 bp and −44 bp in the 5’-flanking region, and revealed that transcriptional activity of the region was suppressed by the activation of Wnt/β-catenin signaling^7^.

HAL is the rate-limiting enzyme of histidine catabolism and catalyzes l-histidine to urocanate and ammonia in the liver and skin. Histidine metabolism is an important metabolic process involved in de novo synthesis of purine nucleic acids that accelerates the cancer cell progression due to the association with production of tetrahydrofolate^8^. In addition, histamine, a metabolite converted from histidine, plays an important role in cancer immunity through the control of various responses in innate and adaptive immunity^9^. Although the expression of HAL may play a crucial role in cancer cells, the regulatory mechanism remains to be clarified.

Regarding the link between the canonical Wnt signaling and metabolism, it was reported that the activation of the Wnt signaling pathway induced the Warburg effect through increased expression of *MYC*^10^, *PDK1*^11^, and lactate/pyruvate transporter *MCT1/SLC11A1*^12^ or suppression of cytochrome oxidase^13^. Importantly, crosstalk between the Wnt and c-Myc pathways promotes glycolysis and energy production in cancer cells^14^. In addition, glycolysis modulates Wnt signaling to promote axial elongation of the embryo in the tail bud^15^, suggesting a tight link between Wnt signaling and aerobic glycolysis. However, little is known about the effect of Wnt signaling on other metabolisms.

In this study, we clarified that *HAL* was transcriptionally induced by CEBPA and FOXA1, and that their expression levels were down-regulated by the Wnt/β-catenin signaling in the liver cancer cells. Furthermore, we found that activated Wnt/β-catenin signaling suppressed not only *HAL* but also *ARG1*, a gene encoding arginase 1, through the reduced CEBPA and FOXA1 expression. These data helped us gain insight into a role of the signal pathway in amino acid metabolism in liver cancer.

## Results

### Identification of candidate transcription factor(s) regulating *HAL* in liver cancer cells

We previously uncovered that the 5’-flanking region of *HAL*, between −90 bp and −44 bp, was responsible for the suppression of β-catenin/TCF complex in liver cancer cells^7^. Since the β-catenin/TCF complex induces downstream target genes, the decreased transcription of *HAL* was assumed to be indirectly regulated by the complex. In agreement with this notion, the region has no β-catenin/TCF7L2 ChIP-seq peaks or consensus TCF-binding motifs (ENCODE accession number: ENCSR000EVQ).

We searched for transcription factors (TFs) that are associated with the activity of the *HAL* 5’-flanking region using JASPAR, a database of TF-binding profiles (http://jaspar.genereg.net/). As a result, a total of 41 putative motifs including 33 TFs with a score of 8.0 or above were identified in the region (Supplementary Data 1a). We searched for two types of TFs among the 33 identified, namely transcriptional repressors that were up-regulated by the Wnt/β-catenin pathway and activators that were down-regulated by the pathway. Expression profile analysis was performed using HepG2 hepatoblastoma cells transfected with different siRNAs targeting β-catenin (−9 or −10), TCF7, TCF7L1, TCF7L2, LEF1, or their combination (Supplementary Data 1b, c) and the expression levels of the 33 TFs were compared with those of downstream genes in the Wnt signaling pathway using the expression profile data (Supplementary Fig. 1a). 

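Expression was measured on Agilent SurePrint G3 arrays, on which each spot carries a short DNA probe for 1 transcript and the brightness of the Cy3 dye bound to the spot rises with the amount of that transcript. HepG2 is a hepatoblastoma line with a deletion in CTNNB1, the gene of β-catenin, and TCF7, TCF7L1, TCF7L2 and LEF1 are the DNA-binding partners of β-catenin. The 8 arrays lay on 1 slide and held 1 array per treatment, which were the control siRNA, the β-catenin-9 and β-catenin-10 siRNAs, the TCF7, TCF7L1, TCF7L2 and LEF1 siRNAs, and the combined TCF/LEF siRNAs. With 1 array per treatment there is no replicate of any siRNA, and the same control array enters every fold change. The deposited scanner files hold intensities that the authors obtained with Agilent Feature Extraction software after background subtraction, for 50599 probes besides the controls. Between 23886 probes with TCF7L2 siRNA and 26150 probes with TCF7 siRNA were well above background, and no spot was saturated. Here, spots marked as outliers by the scanner software were left out, spots of the same probe were averaged, intensities were taken to log2, and the 75th percentile of each array was subtracted. Each of 21641 named genes was represented by its probe with the highest mean signal over the arrays. Where a probe was well above background on only 1 of the arrays compared, its signal on the other was raised to the lowest signal well above background there. A dim signal already higher than that level was kept. Both kinds of fold change are written as at least, and those with a kept signal are ratios to a dim signal rather than strict lower bounds. A gene was counted as higher or lower when its change was at least 2-fold. By this rule 1692 genes were higher and 1371 lower with β-catenin-9 siRNA, 1438 and 1153 with β-catenin-10 siRNA, and 1280 and 1106 with TCF7 siRNA. TCF7L2 siRNA gave 893 higher and 815 lower genes, LEF1 siRNA 372 and 417, and the combined TCF/LEF siRNAs 946 and 791. Both β-catenin siRNAs moved 1076 genes up and 883 genes down, and 575 and 451 of these also passed the rule in the same direction with TCF7L2 siRNA. In 100 simulated sets of unchanged arrays, whose noise was drawn from the difference between the β-catenin arrays, at most 54 of 13183 genes measured on every array passed the rule in one direction with both, against 809 higher and 733 lower genes observed among the same 13183. For a single array the simulated counts averaged 130.2 higher and 127.8 lower genes, and were at most 155 and 163. With LEF1 siRNA 198 and 314 of these genes passed, so part of the LEF1 count may be noise of that size. That noise also holds differences between the siRNAs themselves and may be too wide. On average 26.9 simulated genes passed the rule the same way on all 7 arrays, against 14 observed. As the only test across genes, limma compared both β-catenin siRNAs, taken as 2 samples of β-catenin knockdown, with the control array at 1 residual degree of freedom and found 1458 of 14822 genes higher and 1446 lower at a Benjamini-Hochberg adjusted p under 0.05. Without the filter on dim probes limma called 0 genes, with a smallest adjusted p of 0.0987, and without a trend in the prior variance it called 897 higher and 755 lower, so its adjusted p values depend on these settings. The spread in this test comes from the β-catenin arrays alone, so the adjusted p of a single gene cannot separate β-catenin knockdown from a peculiarity of the single control array. The counts did not rest on that array alone, since limma called 1307 genes higher and 1372 lower with the control, TCF7L1 and LEF1 arrays as 1 group, and 1440 and 985 genes passed the 2-fold rule with both β-catenin siRNAs against the LEF1 array.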

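All 4 of the Wnt target genes MYC, RNF43, AXIN2 and LGR5 fell with both β-catenin siRNAs and with the combined TCF/LEF siRNAs. LGR5, a receptor of stem cells that amplifies Wnt signals, fell by at least 4.27 and 4.39 on the log2 scale with β-catenin-9 and β-catenin-10 siRNA, where its probe was no longer above background. AXIN2, a scaffold of the complex that degrades β-catenin, fell by 3.16 and 2.96, RNF43, a ubiquitin ligase that removes Wnt receptors, fell by 2.23 and 2.65, and MYC, a transcription factor of cell growth, fell by 2.28 and 2.27 (log2, β-catenin-9 and β-catenin-10 siRNA). With TCF7L2 siRNA, LGR5 fell by 3.03, AXIN2 fell by 1.77 and RNF43 fell by 1.15, while MYC had a log2 change of −0.83, under the 2-fold rule. With TCF7 siRNA, MYC fell by 1.45 and the other 3 genes had log2 changes between −0.37 for RNF43 and −0.92 for LGR5. The adjusted p from limma for the β-catenin siRNAs was 0.00196 for AXIN2, 0.00211 for LGR5, 0.00212 for MYC and 0.00283 for RNF43. A second AXIN2 probe gave −3.79 and −3.60 with the β-catenin siRNAs, and a second MYC probe was above background on 1 array only.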

As expected, *MYC*, *RNF43*, *AXIN2*, and *LGR5*, four well-known Wnt target genes were down-regulated by the treatment with β-catenin, TCF7L2, or TCF7 siRNA (Fig. 1a). However, TCF7L1 and LEF1 are unlikely to be involved in the activation of Wnt signaling in the cells, possibly due to the lower expression of *TCF7L1* and *LEF1* compared with other TCF family members in HepG2 cells. 

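Neither TCF7L1 nor LEF1 siRNA lowered MYC, RNF43, AXIN2 or LGR5 by 2-fold. The log2 changes with TCF7L1 siRNA lay between −0.24 for MYC and 0.64 for AXIN2, and those with LEF1 siRNA between −0.74 for LGR5 and 0.03 for AXIN2. The probe of TCF7L1 was well above background on 8 of 8 arrays and that of LEF1 on 2 of 8, the arrays of the control and of TCF7L1 siRNA. On the array of TCF7L1 siRNA, 994 genes were higher and 1239 lower by at least 2-fold. Among the genes measured on both arrays, the highest with TCF7L1 siRNA besides TACO1 were ANGPT2, an angiogenic ligand, at 4.63, GDNF, a neurotrophic factor, at 4.40, and PRR20B at 4.37, and among the lowest were PTP4A3 at −3.66, KANK4 at −3.55, TSPAN14 at −3.48 and SFXN2 at −3.39 (log2). CEBPA, which was higher with both β-catenin siRNAs, fell by 1.88 on the log2 scale with TCF7L1 siRNA. Of 31 secreted hepatocyte proteins with a value, 11 were lower and 0 were higher by 2-fold with TCF7L1 siRNA, among them FGB, a fibrinogen chain, at −2.28. With LEF1 siRNA TPD52 was at −3.25 and NRARP, a regulator of Notch signaling, at −3.02, and NR1H4 was at 9.62-fold of control. A ZNF197 probe at a log2 of 12.93 with LEF1 siRNA was within 2-fold of control on the other arrays, and a TACO1 probe was over 20-fold higher than control with all 7 treatments, and whether faults of spots set these values was not tested.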

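HAL, the enzyme that turns histidine into urocanate, was at least 55.0-fold and 72.2-fold higher with β-catenin-9 and β-catenin-10 siRNA, at least 21.0-fold higher with TCF7L2 siRNA and at least 16.5-fold higher with TCF7 siRNA. The combined TCF/LEF siRNAs raised HAL to at least 32.7-fold. The HAL probe was above background on these 5 arrays and not on those of the control, TCF7L1 and LEF1 siRNA, so no fold change can be given for the latter treatments. Its adjusted p from limma was 0.000652 for the β-catenin siRNAs. Other genes of histidine and folate metabolism rose with both β-catenin siRNAs, namely UROC1, AMDHD1 and FTCD, which act after HAL in the breakdown of histidine, and ALDH1L1. FTCD had log2 changes of 1.82 and 1.84 and AMDHD1 of 1.59 and 1.34, while TYMS, which makes thymidylate, fell by 1.16 and 1.01, and the median of the 11 genes of this group with a value was −0.29. Of 6 genes that the study had earlier found to be suppressed by Wnt signaling, 4 could be measured with both siRNAs and 3 rose with both, HAL, the gluconeogenic enzyme PCK1 at 12.9-fold and 16.2-fold, and SLC51A, a subunit of a bile acid exporter, at 21.6-fold and 23.8-fold. PLEK2, the fourth, was 7.26-fold higher with β-catenin-9 siRNA and 1.46-fold with β-catenin-10 siRNA. Of 17 periportal hepatocyte genes, a group that includes HAL, 9 rose and 0 fell with both β-catenin siRNAs. The median of this group was 1.60 on the log2 scale for the mean of both siRNAs, above all of 10000 random lists matched on expression. The group also holds ARG1, OTC, ASS1 and ASL, which the paper reports as raised on these arrays, and PCK1. Part of this result was therefore known when the list was made.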

We additionally confirmed that *HAL* expression was remarkably enhanced by the treatment with β-catenin, TCF7L2, or TCF7 siRNA.

**Fig. 1:**
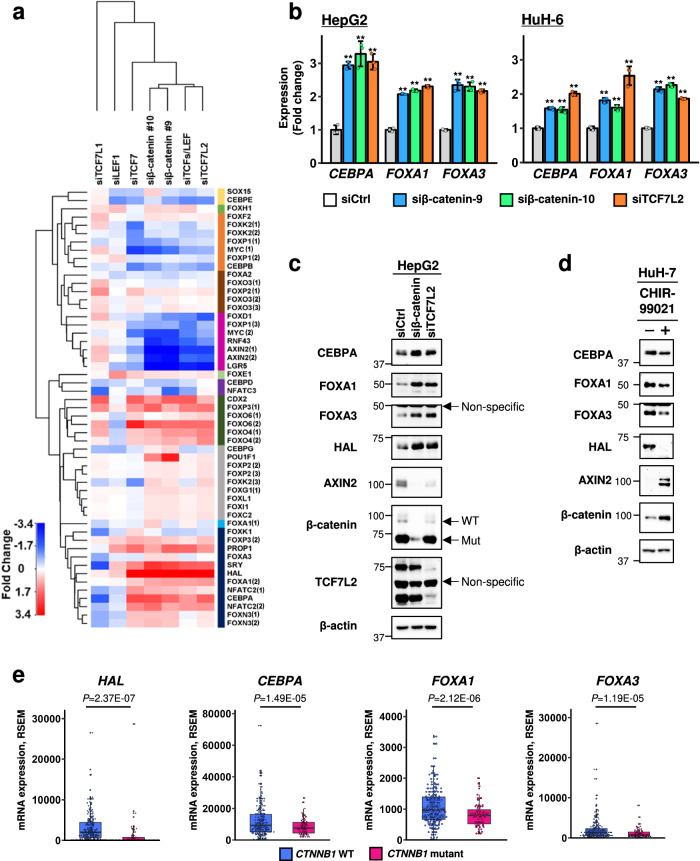
Identification of transcription factors that are negatively regulated by the β-catenin-TCF/LEF complex in liver cancer. **a** Hierarchical cluster analysis of HepG2 cells treated with siRNA targeting components of β-catenin-TCF/LEF complex. Expression levels of genes encoding candidate transcription factors, Wnt target genes (*AXIN2*, *LGR5*, *MYC*, and *RNF43*), and *HAL* are shown in the heatmap. The numbers after the gene symbols indicate the different microarray probes. Information of probe ID is shown in Supplementary Data 1c. **b** Expression levels of *CEBPA*, *FOXA1*, and *FOXA3* in HepG2 and HuH-6 cells treated with control, β-catenin (−9 and −10), or TCF7L2 siRNA were analyzed by RT-qPCR. The *y*-axis represents fold change of the expression in the cells treated with β-catenin or TCF7L2 siRNA compared to control siRNA. *HPRT1* was used as an internal control for qPCR. The data represent mean ± SD from three-independent experiments. Statistical significance was determined by Dunnett’s test. **p < 0.01 vs siCtrl. **c** Increased expression of CEBPA, FOXA1, and FOXA3 by β-catenin or TCF7L2 siRNA in HepG2 cells. AXIN2 was used as a direct target of the β-catenin/TCF complex. Since HepG2 cells carry a heterozygous deletion encompassing exon 3 and exon 4 of *CTNNB1*, immunoblot analysis of the cells depicted two bands corresponding to the wild-type (96 kDa) and mutant (75 kDa) β-catenin protein. **d** Effect of CHIR-99021, a GSK3 inhibitor, on the expression of β-catenin, AXIN2, HAL, CEBPA, FOXA1, and FOXA3 in HuH-7 cells. **e** Expression of *HAL*, *CEBPA*, *FOXA1*, and *FOXA3* in hepatocellular carcinoma tissues with or without *CTNNB1* mutation. The expression values and genetic status of *CTNNB1* mutation were obtained from the dataset of 361 hepatocellular carcinoma (TCGA, Pan-Cancer Atlas). Statistical significance was determined by unpaired two-tailed *t*-test. Center line, median; Box limits, upper and lower quartiles; Whiskers, 1.5× interquartile range.

A hierarchical clustering analysis using expression values of the 33 TFs, *HAL*, and the four Wnt target genes identified subsets of genes that exhibited different expression patterns in response to the suppression of Wnt signaling (Fig. 1a). 

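Supplementary Data 1a names 32 distinct candidate TFs, fewer than the text of the paper counts, and these were used here. Of the 32 candidate TFs, 20 had a value with both β-catenin siRNAs, and 2 of these, CEBPA among them, rose at least 2-fold with both, while 0 fell with both. Several candidate TFs, among them CDX2, FOXC2, FOXE1 and SOX15, had a chosen probe above background on no array. CEBPB, a relative of CEBPA, had log2 changes of −0.56 and −1.02 with β-catenin-9 and β-catenin-10 siRNA, −1.34 with TCF7 siRNA and −1.01 with TCF7L2 siRNA. FOXO4 was at 0.94 and 0.71 with the β-catenin siRNAs and at 1.31 with TCF7L2 siRNA, and FOXA2 lay between −0.46 and −0.10 with all 7 treatments. Clustering was repeated on the 53 probes of Supplementary Data 1c with centred Pearson correlation and centroid linkage, on log2 changes against control without limits for dim probes. In it the treatments joined first as the β-catenin siRNAs, then as TCF7L2 siRNA with the combined siRNAs, with TCF7 siRNA, LEF1 siRNA and last TCF7L1 siRNA added to these. Across the 13183 genes measured on every array, the log2 changes with β-catenin-9 and TCF7L2 siRNA had a correlation of 0.79 and a covariance of 0.458, where unchanged arrays with a shared control give 0.5 and 0.0712. For β-catenin-9 and TCF7L1 siRNA the correlation was −0.164 and the covariance −0.101, and for β-catenin-9 and LEF1 siRNA they were 0.0727 and 0.0283. Of these genes 551 were higher and 382 lower with both β-catenin-9 and TCF7L2 siRNA, where independent lists would share 65.7 and 56.5, and part of the excess may come from the shared control.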

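FOXD1 and FOXP1 are forkhead TFs, and their probes were lower with the siRNAs that lowered MYC, RNF43, AXIN2 and LGR5. FOXD1 fell by at least 1.16 on the log2 scale with β-catenin-9 siRNA, by at least 1.40 with TCF7L2 siRNA and by 1.27 with the combined siRNAs, and had values of −0.78 with β-catenin-10 siRNA and −0.35 with TCF7 siRNA. The FOXP1 probe with the highest signal was at −0.81 and −0.88 with the β-catenin siRNAs, −0.78 with TCF7 siRNA and −0.69 with TCF7L2 siRNA, short of 2-fold, and at −1.38 with the combined siRNAs. With TCF7L1 siRNA the log2 change was 0.78 for FOXD1 and 0.15 for FOXP1. The smallest cluster that held AXIN2, LGR5 and FOXD1 had 7 probes, both of AXIN2 and 1 each of LGR5, RNF43, MYC, FOXD1 and FOXP1, and with average linkage in place of centroid linkage no FOXP1 probe was in it. For the β-catenin siRNAs the adjusted p from limma was 0.0227 for FOXP1 and 0.145 for FOXD1, whose probe was above background on 6 of 8 arrays.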

Intriguingly, *FOXD1* and *FOXP1* were classified in a subgroup containing the four Wnt target genes (*MYC*, *RNF43*, *AXIN2*, and *LGR5*), suggesting that these two genes may be up-regulated by the activation of Wnt signaling. FOXD1 is known to be a transcriptional activator^16^, but FOXP1 was reported to act primarily as a transcriptional repressor^17,18^. Therefore, we included FOXP1 as a candidate suppressor of *HAL*. Additional qPCR analysis confirmed that *FOXP1* expression was significantly decreased by the depletion of β-catenin- or TCF7L2 in HepG2 cells (Supplementary Fig. 1b). Although we treated HuH-7 cells with two-independent FOXP1 siRNA, *HAL* expression was not induced by the treatment (Supplementary Fig. 1c), suggesting that FOXP1 may not suppress the transcription of *HAL* in the cells.

We additionally identified nine TFs including *CEBPA*, *FOXA1*, *FOXA3*, *FOXK1*, *FOXN3*, *FOXP3*, *NFATC2*, *PROP1*, and *SRY*, which were classified in a subgroup containing *HAL* by the cluster analysis, suggesting that these TFs are candidate transcriptional activator(s) regulating *HAL*. 

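CEBPA, a TF of mature hepatocytes, was 3.18-fold and 4.31-fold higher with β-catenin-9 and β-catenin-10 siRNA, 3.44-fold with TCF7L2 siRNA and 4.59-fold with TCF7 siRNA. FOXA1, a pioneer factor that opens chromatin at liver genes, rose to 2.15-fold with β-catenin-9 siRNA, 2.24-fold with TCF7L2 siRNA and 2.08-fold with the combined siRNAs, and was at 1.98-fold with β-catenin-10 siRNA. A second FOXA1 probe was at log2 changes of −0.23 and 0.60 with the β-catenin siRNAs and −0.24 with TCF7L2 siRNA. FOXA3 was at 0.45 and 0.44 with the β-catenin siRNAs and 0.07 with TCF7L2 siRNA, FOXN3 at 0.72 and 0.70, NFATC2 at 0.79 and 0.83 and FOXK1 at −0.48 and −0.06 (log2), by their probes with the highest signal. A second NFATC2 probe, dim on the control array, was at least 0.76 and 1.39 higher. FOXP3 was above background on 1 array with 1 of its probes, so that its place in a cluster rests on dim signals. The adjusted p from limma for the β-catenin siRNAs was 0.00544 for CEBPA, 0.0167 for FOXA1 and 0.165 for FOXA3. In the clustering, the smallest cluster with HAL and CEBPA held 7 probes, those of HAL, CEBPA, FOXA1, FOXN3 and NFATC2. The next larger cluster around HAL, looked at after this result was seen, had 9 probes and took in FOXA3 and SRY. Larger clusters are not described here, and the paper does not state at which level its tree was divided, so these clusters do not show a difference from the subgroup of the paper. From the place of these TFs in the subgroup of HAL, the paper proposes that they are candidate activators of HAL.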

Among the nine TFs, we focused on factors whose expression was correlated with *HAL* in liver cancer tissues using the TCGA data (cBioportal, https://www.cbioportal.org/), because the negative regulation of *HAL* by Wnt signaling was most explicit in liver cancer, but not in colorectal cancer^7^. As a result, the expression levels of *FOXA3* (*r* = 0.36), *FOXA1*(*r* = 0.25), and *CEBPA* (*r* = 0.22) were significantly correlated with those of *HAL* (*q*-value < 0.01, Supplementary Fig. 2a). To validate the association of their expression with the Wnt signaling, we carried out qPCR and western blot analyses using HepG2 and HuH-6 cells carrying activating mutations in the *CTNNB1* (β-catenin) gene. As expected, silencing of β-catenin or TCF7L2 increased the expression of CEBPA, FOXA1, and FOXA3 at the RNA and protein levels (Fig. 1b, c and Supplementary Fig. 2b). It is of note that these three TFs are known as liver-enriched TFs^19^, and that *HAL* and the three TFs are also abundantly expressed in normal liver tissue (Supplementary Fig. 2c, d). These data suggested that CEBPA, FOXA1, and FOXA3 were candidates that transcriptionally regulate *HAL* expression (Supplementary Fig. 2e).

To investigate whether expression of the three factors was regulated in an Wnt/β-catenin-dependent manner in liver cancer, we treated HuH-7 cells with a GSK-3α/β inhibitor, CHIR-99021, and examined their expression. As a result, the treatment significantly down-regulated the expression of CEBPA, FOXA1, and FOXA3 (Fig. 1d). In complete agreement with these results, TCGA data showed that HCCs carrying mutant *CTNNB1* have decreased expression of the three TFs as well as *HAL* compared to those with the wild-type (Fig. 1e). Taken together, these data strengthened our findings that CEBPA, FOXA1, and FOXA3 are down-regulated by the Wnt signaling.

### The effect of CEBPA, FOXA1, and FOXA3 on the reporter activity of HAL

Next, we examined the interaction of the three TFs with the regulatory region between −90 bp and −44 bp of *HAL*. The JASPAR database suggested two CEBP-binding elements (CBE-1 and CBE-2) and a Forkhead-binding element (FBE) within the region to interact with both FOXA1 and FOXA3 (Supplementary Fig. 3a, b). To analyze whether these three elements are functionally associated with the transcriptional activity, we used a reporter plasmid containing the *HAL* promoter and its minimal regulatory region upstream of the firefly luciferase gene (pHAL-90/+147)^7^. We generated four mutant reporter plasmids (Fig. 2a), namely a three-base substitution in CBE-1 (CBE-1m), a two-base substitution in CBE-2 (CBE-2m), a three-base substitution in FBE (FBEm), and a combination of the three mutations (CBE-1m, CBE-2m, and FBEm). Reporter assay using the wild-type plasmids in combination with β-catenin siRNA confirmed that knockdown of β-catenin increased the wild-type reporter activity in HepG2 cells (Fig. 2b). The increase in wild type reporter activity by the β-catenin siRNA was partially reduced by the mutations of three binding motifs (CBE-1m, CBE-2m, and FBEm). Notably, the combination of the mutations in the three motifs almost abolished the increased reporter activity by the β-catenin siRNA. We additionally analyzed the reporter activity of the wild-type plasmids by over-expression of the three TFs in HepG2 cells. As a result, over-expression of CEBPA alone significantly augmented the reporter activity (Fig. 2c and Supplementary Fig. 4a). Furthermore, knockdown of CEBPA or FOXA1 with two-independent siRNAs for each gene significantly decreased the reporter activity, but the activity was not changed by the knockdown of FOXA3 (Fig. 2d).

**Fig. 2:**
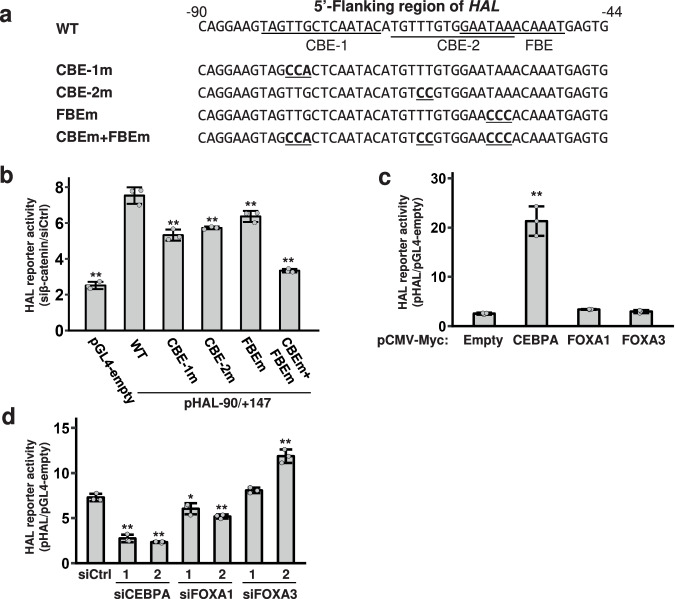
Reporter assay of the *HAL*-promoter region containing putative CEBP- and Forkhead-binding elements. **a** Sequences of the wild type and mutant *HAL*-promoter region used for the reporter assay. The 5’-flanking region of *HAL* (between −90 and −44 bp) contains two putative CEBP-binding elements (CBE-1 and CBE-2) and a putative Forkhead-binding element (FBE). Substitutions in the binding elements are underlined and shown in bold. **b** Reporter activity of the wild-type and mutant HAL-reporter plasmids in response to β-catenin-9 siRNA. The activity of each reporter plasmid in the cells treated with β-catenin siRNA was divided by that with control siRNA. Dual reporter assay was carried out using pRL-null plasmid for the normalization of transfection. **c** The effect of CEBPA, FOXA1, and FOXA3 over-expression on the reporter activity. HepG2 cells were transfected with wild type HAL-reporter plasmid and the indicated transcription factors. The *y*-axis represents relative reporter activity compared to the mock reporter plasmid. **d** The effect of siRNA for CEBPA, FOXA1, and FOXA3 on the reporter activity. Hep3B cells transfected with the wild type reporter plasmid were treated with the indicated siRNAs. The *y*-axis represents the relative reporter activity compared to the mock reporter plasmid. Unless specified otherwise, data are represented as the mean ± SD of three independent cultures. Statistical significance was determined by Dunnett’s test. *p < 0.05, **p < 0.01 vs Empty or siCtrl.

### CEBPA and FOXA1 are bona fide regulators of the expression of HAL

To further investigate the involvement of these three TFs, we treated HuH-7 and Hep3B cells with CEBPA, FOXA1, or FOXA3 siRNAs and examined the expression of HAL by quantitative PCR and immunoblot analysis. Consistent with the reporter assay results, knockdown of CEBPA or FOXA1 reduced HAL expression (Fig. 3a, b and Supplementary Fig. 4b), but that of FOXA3 did not show a consistent decrease in the levels of HAL expression in both cell lines. In addition, HAL expression was induced by the overexpression of CEBPA or FOXA1 but not by that of FOXA3 (Fig. 3c, d and Supplementary Fig. 4c). Taken together, our results suggest that CEBPA and FOXA1 play a vital role in the transcriptional activation of *HAL* through the regulatory region located in the 5’-flanking region.

**Fig. 3:**
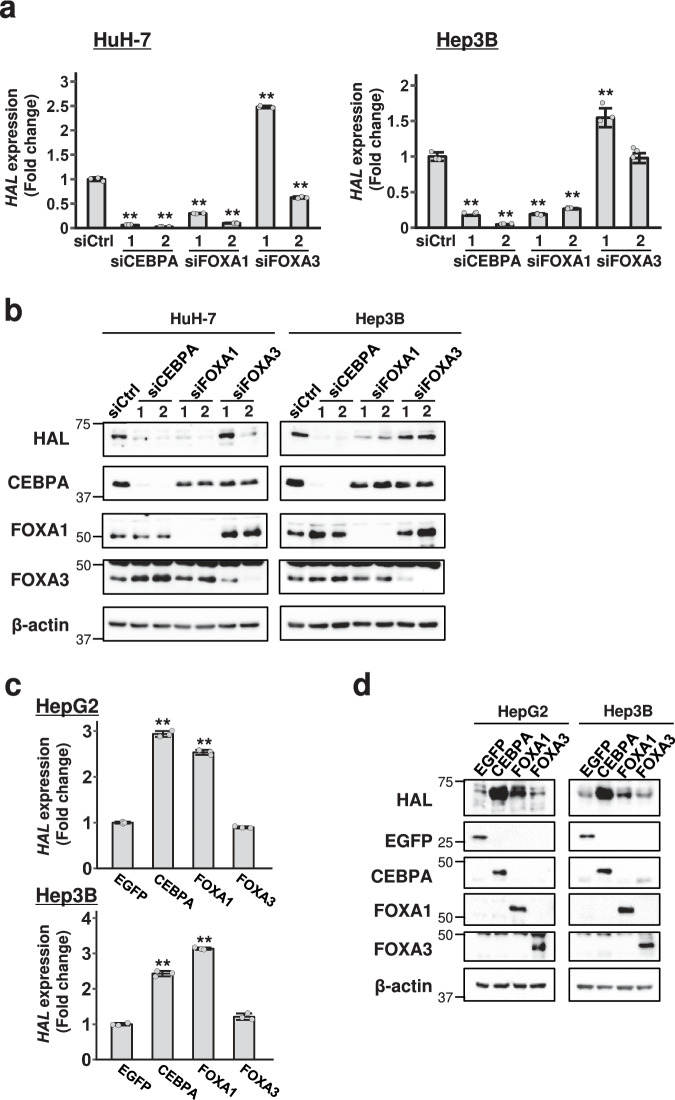
Involvement of CEBPA and FOXA1 in HAL expression. **a** Expression of *HAL* in HuH-7 and Hep3B cells treated with the indicated siRNAs. Expression was assessed by RT-qPCR. The *y*-axis represents the fold change in the expression of *HAL* observed in the cells treated with the indicated siRNAs compared to control siRNA. **b** Expression of HAL, CEBPA, FOXA1, and FOXA3 in the cells treated with the indicated siRNAs was detected by immunoblotting. β-actin served as a loading control. **c** The effect of CEBPA, FOXA1, and FOXA3 over-expression on the expression of *HAL* in HepG2 and Hep3B cells. Expression was assessed by RT-qPCR. The *y*-axis represents fold change in *HAL* expression observed in the cells over-expressing the indicated transcription factors relative to EGFP (control). **d** Expression of HAL, CEBPA, FOXA1, and FOXA3 in the cells over-expressing the indicated plasmids was detected by immunoblotting. β-actin served as a loading control. Unless specified otherwise, data are represented as the mean ± SD of three independent experiments. Statistical significance was determined by Dunnett’s test. ^**^p < 0.01 vs siCtrl or EGFP.

### Identification of downstream targets of CEBPA and FOXA1 in liver cancer cells

To unveil the roles of CEBPA and FOXA1 that were suppressed by the Wnt/β-catenin signaling pathway, we further searched for additional target genes of these two TFs. RNA-seq analysis of HuH-7 cells treated with CEBPA or FOXA1 siRNAs identified genes which were down-regulated by the siRNAs. This analysis corroborated that expression of *HAL* was regulated by both CEBPA and FOXA1 (Supplementary Data 2a, b). We further performed ChIP-seq analysis and obtained significant peaks of the interaction with CEBPA and FOXA1 across the genome (Supplementary Fig. 5a and Supplementary Data 2c, d). It is of note that CEBPA and FOXA1 peaks were observed in the 5’-flanking region of the *HAL* gene (Fig. 4a). An additional ChIP-qPCR analysis verified the interaction of this region with CEBPA and FOXA1 (Supplementary Fig. 5b). Integration of these data identified a total of 460 and 489 potential direct target genes positively regulated by CEBPA and FOXA1, respectively (FDR *q*-values < 0.05, Fig. 4b and Supplementary Data 3a, b). To elucidate biological roles of the two TFs, we performed enrichment analysis with the potential target genes using the KEGG pathway database. Consequently, 14 and 15 pathways were significantly related to CEBPA and FOXA1 expression, respectively (FDR *q*-values < 0.01, Fig. 4c and Supplementary Data 3c, d). These included common pathways such as “Arginine and proline metabolism” and “Pathways in cancer”. In addition, we searched for genes commonly down-regulated by knockdown of CEBPA and FOXA1, and identified a total of 132 genes including *HAL* (Fig. 4d and Supplementary Data 3e). Subsequent pathway analysis with the 132 genes uncovered significant enrichment of a gene set “Arginine and proline metabolism” (FDR *q*-value < 0.01, Fig. 4e and Supplementary Data 3f), and this gene set included four differentially expressed genes, *AMD1*, *ARG1*, *GLS*, and *GOT1* (Supplementary Fig. 6a). To investigate whether these four genes are down-regulated by the Wnt signaling pathway, we analyzed their expression levels in HepG2 cells treated with control, β-catenin, or TCF7L2 siRNA. Among the four, only the expression of *ARG1* was remarkably increased by the suppression of β-catenin or TCF7L2 siRNA compared with control siRNA (Fig. 4f and Supplementary Fig. 6b). Consistent with our results, TCGA data showed that HCCs carrying mutant *CTNNB1* have decreased expression of *ARG1* compared to those with the wild-type (Supplementary Fig. 6c). In addition, knockdown of CEBPA and FOXA1 decreased ARG1 expression (Supplementary Fig. 6d, e). We also found significant CEBPA and FOXA1 peaks in intron 1 of the *ARG1* gene in the ChIP-seq data (Fig. 4g and Supplementary Fig. 5c).

**Fig. 4:**
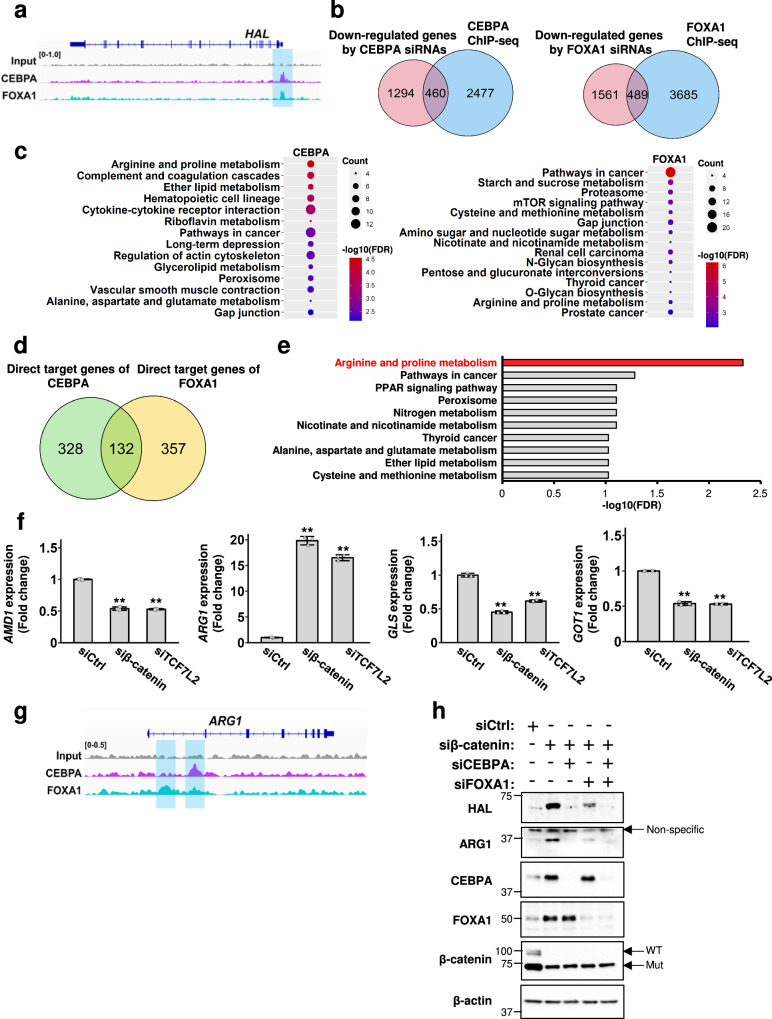
Gene set enrichment analysis using genes directly regulated by CEBPA and FOXA1 in liver cancer cells. **a** Visualization of ChIP-seq peaks of CEBPA (magenta) and FOXA1 (blue) in the genomic region of *HAL*. **b** Venn diagrams depicting the number of genes regulated by CEBPA and genes regulated by FOXA1 in HuH-7 cells. The overlapping genes were considered as direct targets of each transcription factor. **c** Over-representation analysis (ORA) using KEGG pathway gene sets with the 460 and 489 genes directly regulated by CEBPA and FOXA1, respectively. Significant pathways are shown with *q*-value and the number of genes. **d** Venn diagram showing common direct targets of CEBPA and FOXA1. **e** ORA using the 132 common target genes (FDR *q*-value < 0.01). **f** The expression levels of *AMD1*, *ARG1*, *GLS*, and *GOT1* in HepG2 cells treated with β-catenin or TCF7L2 siRNA analyzed by RT-qPCR. *HPRT1* was used as an internal control. Data are represented as the mean ± SD of three independent experiments. Statistical significance was determined by Dunnett’s test. **p < 0.01 vs siCtrl. **g** Visualization of ChIP-seq peaks of CEBPA (magenta) and FOXA1 (blue) in the genomic region of *ARG1*. **h** Expression of HAL and ARG1 in HepG2 cells treated with CEBPA and/or FOXA1 siRNA in combination with β-catenin siRNA.

To confirm whether the Wnt/β-catenin signaling regulates *ARG1* through the suppression of CEBPA and FOXA1, we analyzed their expression levels in HepG2 cells transfected with β-catenin with/without CEBPA or FOXA1 siRNA. As shown in Fig. 4h, knockdown of β-catenin alone increased the expression of CEBPA and FOXA1 as well as that of ARG1. Concomitant suppression of β-catenin and CEBPA or FOXA1 counteracted the induction of ARG1 by β-catenin siRNA. A similar result was obtained for HAL expression. These results suggest that Wnt signaling regulates the expression of HAL and ARG1 through CEBPA and FOXA1.

### Wnt signaling pathway is associated with the levels of cellular amino acids

The down-regulation of *HAL* and *ARG1* by Wnt signaling is likely dependent on the type of tissue because the expression of *HAL* and *ARG1* did not decrease in the Wnt-activated colorectal adenocarcinoma (Supplementary Fig. 6f). Since these enzymes are involved in the metabolism of histidine or arginine, we examined whether the levels of metabolites are regulated by the Wnt signaling pathway in liver cancer cells. Metabolome analysis was performed using capillary electrophoresis time-of-flight mass spectrometry and the levels of 116 metabolites were compared in the lysates from HepG2 cells transfected with control, β-catenin, or TCF7L2 siRNA. The heatmap depicted that metabolites commonly altered by both β-catenin and TCF7L2 siRNAs were mainly reduced (Fig. 5a and Supplementary Data 4a). Consistent with the increased expression of HAL and ARG1 by the siRNA, the levels of histidine and arginine were significantly decreased in the cells transfected with β-catenin or TCF7L2 siRNA (Fig. 5b). To determine whether the levels of these amino acids were regulated by CEBPA or FOXA1, we analyzed the levels of histidine and arginine in HepG2 cells transfected with β-catenin siRNA in combination with CEBPA or FOXA1 siRNA (Supplementary Fig. 7a). As expected, the levels of histidine and arginine were significantly restored by the additional knockdown of CEBPA. There was also a trend toward restoration of histidine and arginine levels in cells treated with β-catenin and FOXA1 siRNAs. These results were consistent with the western blotting results showing that knockdown of CEBPA and FOXA1 reduced the silencing effect of β-catenin on HAL and ARG1 expression (Fig. 4h). These findings further support the involvement of these transcription factors in cellular amino acid metabolism. Interestingly, inhibition of the Wnt signaling pathway significantly decreased a large number of amino acids, resulting in the suppression of total levels of amino acids (Supplementary Fig. 7b). In addition, we found that the suppression of the pathway decreased the levels of lactic acid and increased that of acetyl-CoA (Fig. 5c), implying that the inhibition of the Wnt signaling pathway may suppress the Warburg effect in liver cancer cells.

**Fig. 5:**
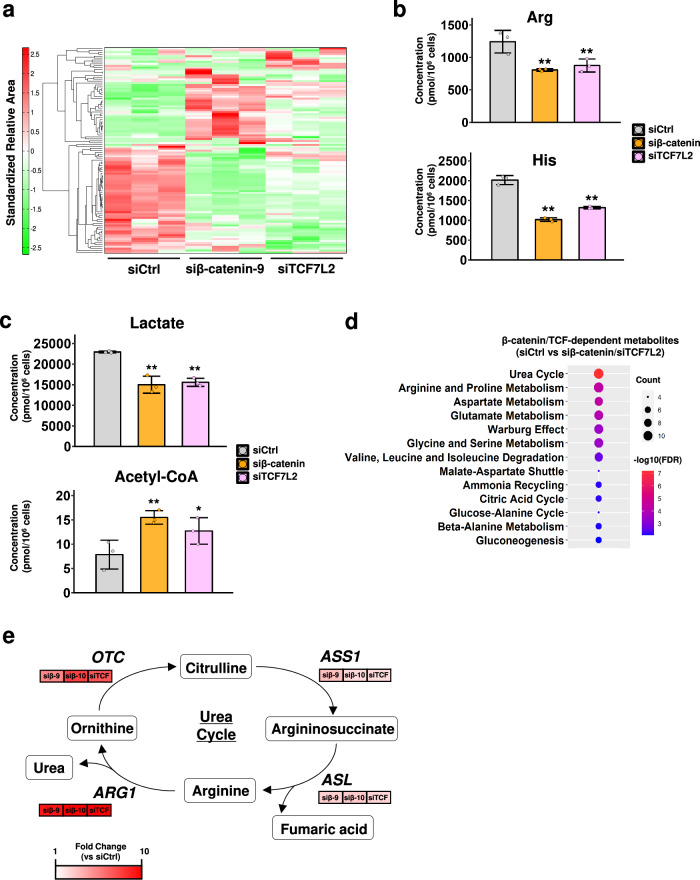
Alterations in the levels of amino acids in β-catenin- or TCF7L2-depleted cells. **a** Metabolite analysis using HepG2 cells treated with control, β-catenin, or TCF7L2 siRNA. Each group was analyzed in triplicate. **b**, **c** Quantitative analysis of the indicated metabolites using mass spectrometry in the HepG2 cells treated with control, β-catenin, or TCF7L2 siRNA. The y-axis represents the concentration (pmol/10^6^ cells) of metabolites. **b** Levels of arginine and histidine. **c** Levels of lactate and acetyl-CoA. **d** Metabolic pathway analysis using metabolites that were commonly altered by the knockdown of β-catenin and TCF7L2. FDR *q*-value < 0.01 was considered significant. **e** A simplified schematic representation of the urea cycle and related enzymes. *ASS1*, argininosuccinate synthetase1; *ASL*, argininosuccinate lyase; *OTC*, ornithine transcarbamylase. The microarray data (Fig. 1a) were used to generate altered expression values of *OTC*, *ARG1*, *ASS1*, and *ASL* (fold change) in the cells treated with β-catenin (siβ-9 and siβ-10) or TCF7L2 (siTCF) siRNA compared to control siRNA. Unless specified otherwise, data are represented as the mean ± SD of three independent cultures. Statistical significance was determined by Dunnett’s test. *p < 0.05, **p < 0.01 vs siCtrl.

Subsequently, we performed pathway analysis using the data of 41 metabolites that were significantly regulated by β-catenin and TCF7L2 siRNA, and identified the enrichment of 13 metabolite sets (FDR *q*-values < 0.01, Fig. 5d and Supplementary Data 4b). Consistent with the change in the level of arginine, “Arginine and Proline Metabolism” was in the list of the 13 metabolite sets. It is of note that “Urea cycle” was listed as the most significant metabolite set. This result suggests that the activated Wnt signaling pathway may regulate the urea cycle through down-regulation of *ARG1* in hepatoma cells because *ARG1* encodes the focal enzyme of the urea cycle hydrolyzing l-arginine to urea and ʟ-ornithine. We further investigated whether other genes in the urea cycle were modulated by the Wnt signaling pathway using the microarray data (Supplementary Data 1b). In addition to *ARG1*, ornithine transcarbamylase (*OTC*) expression was remarkably increased by the knockdown of β-catenin and TCF7L2 (Fig. 5e), and argininosuccinate synthase 1 (*ASS1*) and argininosuccinate lyase (*ASL*) expression was also substantially increased by the knockdown. These results suggest that the metabolism of amino acids and the urea cycle are altered by the activated Wnt/β-catenin signaling pathway and that these changes may contribute to the development and progression of liver cancer cells.

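ARG1, the last enzyme of the urea cycle, rose to 11.0-fold and 29.6-fold of control with β-catenin-9 and β-catenin-10 siRNA and to 23.6-fold with TCF7L2 siRNA. These sizes depend on the processing, since normexp background correction gave 9.75-fold for the mean of the β-catenin siRNAs and 12.6-fold for TCF7L2 siRNA, and the LEF1 array as the reference gave ARG1 at 5.21-fold and 6.81-fold, while the TCF7L1 array as the reference, where ARG1 was dim, gave at least 47.1-fold and 61.6-fold. OTC, which makes citrulline in the mitochondrion, rose to 4.77-fold and 7.59-fold with the β-catenin siRNAs and 6.81-fold with TCF7L2 siRNA. ASL, which splits argininosuccinate, rose to 2.01-fold and 2.13-fold with the β-catenin siRNAs and was at 1.70-fold with TCF7L2 siRNA, and ASS1, the enzyme before it, was at 2.57-fold, 1.51-fold and 1.32-fold. CPS1, which opens the cycle, had log2 changes of 0.59, 0.45 and 0.79, so it did not pass the 2-fold rule. NAGS, which makes the activator of CPS1, was at −0.93 and −1.21 with the β-catenin siRNAs and fell by 2.40 with TCF7L2 siRNA, and ARG2, the mitochondrial arginase, fell by 2.36, 2.23 and 1.14 (log2, in the same order). Of 9 urea cycle genes with a value, OTC, ASL and ARG1 rose with both β-catenin siRNAs and ARG2 fell with both. The median of the 9 was 0.52 on the log2 scale for the mean of the β-catenin siRNAs, at the 98.1th percentile of random lists matched on expression. The paper reports OTC, ARG1, ASS1 and ASL as raised on these arrays, so this percentile is not separate support. The adjusted p from limma was 0.00689 for ARG1, 0.01 for OTC, 0.0147 for ASL and 0.0806 for ASS1. With LEF1 siRNA ARG1 was at 3.47-fold, and OTC was not higher.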

## Discussion

In this study, we have shown that the promoter region of *HAL* was transcriptionally regulated by transcription factors CEBPA and FOXA1, and that the two were down-regulated by the Wnt signaling pathway in the liver cancer cells. In addition, we have uncovered that the pathway modulates intracellular metabolites at least in part by HAL and ARG1 through suppression of CEBPA and FOXA1.

It was previously reported that *HAL* expression was significantly decreased in the liver of *Hnf4a* (hepatocyte nuclear factor 4α)-knockout mice^20^. In addition, over-expression of β-catenin decreased the expression of *HNF4A* in Hep3B cells^21^. These data led us to additionally investigate whether HNF4A regulates *HAL* in the same manner as CEBPA and FOXA1. The knockdown of β-catenin and TCF7L2 increased the expression of *HNF4A* (Supplementary Fig. 1d). Although knockdown of HNF4A significantly decreased the expression of *HAL* (Supplementary Fig. 1e), it did not affect the reporter activity of the *HAL* promoter (Supplementary Fig. 1f). Therefore, *HAL* expression is regulated by at least three transcription factors, CEBPA, FOXA1, and HNF4A in liver cells, and CEBPA and FOXA1 function through the interaction with the proximal promoter region of *HAL*.

FOXA1 or hepatocyte nuclear factor 3α (HNF3A), a liver-enriched transcription factor, was reported to decrease the transcription of *PIK3R1*, and suppress the viability and motility of HCC cells through the inhibition of PI3K-Akt signaling^22^. In addition, FOXA1 positively regulates miR-122 that is specifically suppressed in liver tumors with poor prognosis^23^. These reports suggest that FOXA1 may function as a tumor suppressor in HCC, and their results are consistent with our finding that the expression of FOXA1 was suppressed in liver cancer cells with activated Wnt signaling. In our reporter gene assay, overexpression or suppression of FOXA1 had limited effect on the activity of the *HAL* promoter (Fig. 2), but the expression levels of *HAL* were dependent on FOXA1 expression (Fig. 3). This discrepancy may be explained by the fact that FOXA1 is a pioneer factor, which recognizes specific DNA sequences exposed on the surface of a nucleosome and allows other transcription factors and histone modifiers to access silent genes that are inaccessible to general transcription factors^24,25^. Our results indicated that alteration of chromatin structure by FOXA1 might be essential for the regulation of the transcription of *HAL*. Alternatively, a regulatory region other than −90 and −44 bp may be involved in the regulation of *HAL* transcription.

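The fall with the β-catenin siRNAs extended to other known targets and feedback genes of the Wnt pathway. Of 18 such genes with a value, 9 fell and 0 rose at least 2-fold with both siRNAs, namely NKD1, ZNRF3, SP5, TNFRSF19, APCDD1, DKK1, TBX3, BMP4 and ASCL2. NKD1, an inhibitor of Dishevelled, fell by 5.26 and 5.42 on the log2 scale with β-catenin-9 and β-catenin-10 siRNA, by 3.42 with TCF7L2 siRNA and by 2.15 with TCF7 siRNA. APCDD1, a membrane inhibitor of Wnt signaling, had a log2 change of −5.17 or lower with β-catenin-9 siRNA and of −4.41 with β-catenin-10 siRNA, and DKK1, a secreted one, was at −3.46 with the latter. DKK4 and EPHB2 did not fall, with values of 0.22 and 0.84 for DKK4 and −0.17 and 0.36 for EPHB2. The median of the 18 genes with the β-catenin siRNAs lay below those of all random lists matched on expression, and it was −0.73 with TCF7L2 siRNA, −0.33 with TCF7L1 siRNA, at the 2.42th percentile, and −0.07 with LEF1 siRNA, at the 29.1th. With TCF7 siRNA, 19 of these genes had a value and the median was −0.43.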

Microarray expression analysis of HepG2 cells with β-catenin or TCF/LEF siRNA confirmed that known Wnt target genes including *MYC*, *RNF43*, *AXIN2*, and *LGR5* were listed as down-regulated genes (Fig. 1a). Several members of FOX-family transcription factors such as *FOXD1* and *FOXP1* were also similarly reduced by these siRNAs, suggesting that *FOXD1* and *FOXP1* may be targets of the canonical Wnt signaling pathway. It is of note that FOXD1 is aberrantly overexpressed in colorectal cancer, and it promotes the progression of cancer through the activation of the ERK1/2 signaling pathway ^26^. 

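FOXP1 has 3 probes on the array, all well above background on every array. The probes with lower signal were at log2 changes of −0.70 and −1.03 and of −0.08 and −0.21 with β-catenin-9 and β-catenin-10 siRNA, and at −0.29 and −0.32 with TCF7L2 siRNA. No FOX gene among the candidates with a value was 2-fold lower with both β-catenin siRNAs. FOXK2 was at −0.19 and −0.30 with these siRNAs and at −1.20 with TCF7 siRNA, and FOXO3 was at 0.24 and −0.17. FOXH1, which acts in Nodal signaling, was at 0.46 and 0.53, and FOXO6 at 0.25 and 0.04.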

Regarding FOXP1, it has a paradoxical role in tumorigenesis, depending on the type of cancer ^27^. Both FOXD1 and FOXP1 have been reported as activators of Wnt/β-catenin signaling in prostate cancer and diffuse large B cell lymphoma, respectively ^28,29^. Therefore, these factors may mediate a positive feedback loop in the Wnt signaling pathway and accelerate the progression of Wnt-driven cancer. The role of these factors in liver carcinogenesis needs to be clarified in future studies.

CEBPA is a transcription factor that is abundantly expressed in the liver, skin, mammary gland, and adipose tissue (GTEx Portal; https://gtexportal.org/home/). The repression of CEBPA was shown in a wide range of liver pathologies including liver fibrosis^30^ and cirrhosis^31^. It has been reported that the suppression of CEBPA was caused by the activation of Wnt signaling in mouse embryonic fibroblasts^32^ and liver cancer cells^33^ at the protein levels. Reportedly, CEBPA protein was degraded by the interaction with tribbles homolog 2 (TRIB2) and constitutive photomorphogenesis 1 (COP1)^34^ or tripartite motif-containing protein 21 (TRIM21)^35^, and TRIB2 was induced by activation of Wnt/TCF signaling^33^. However, we showed in this study that *CEBPA* was transcriptionally reduced by the activation of Wnt signaling. Because the expression of *FOXA1* and *CEBPA* was not induced by the knockdown of β-catenin in colorectal cancer cells, transcription factors that are expressed in liver tissues might be involved in the regulation of *CEBPA* and/or *FOXA1* expression.

*HAL* and *ARG1*, the two liver-specific Wnt target genes, encode enzymes associated with amino acid metabolisms. HAL catalyzes the first reaction in histidine catabolism^36^. Reportedly, inhibition of the components of the histidine degradation pathway such as HAL and AMDHD1 (amidohydrolase domain containing 1) induces the levels of tetrahydrofolate, which decreases the sensitivity of hematopoietic cancer cells to methotrexate^8^. In addition, the sensitivity to methotrexate in lung cancer cells was decreased by the knockout of *HAL*^8^. These data suggest a link between chemoresistance of the cells and Wnt-activation. Therefore, the Wnt/β-catenin pathway may be involved in chemoresistance and cell differentiation through the suppression of histidine catabolism in hepatoma cells. As for ARG1, which is abundantly expressed in the liver, it cleaves arginine to urea and ornithine in the urea cycle^37^. In this study, we showed that suppressed Wnt signaling changed the levels of metabolites as well as genes associated with the urea cycle (Fig. 5d, e). In agreement with our data, proteomics analysis of liver-specific *Apc* knockout mice demonstrated that the most differentially expressed proteins were related to a metabolic pathway, and that the expression of Arg1 and Cps1, urea cycle related enzymes, were suppressed in the knockout mice^38^. Therefore, activated Wnt signaling may accumulate intracellular ammonia by suppression of the urea cycle in liver cancer. The suppression may help the synthesis of various proteins necessary to produce new daughter cells by decreasing the degradation of amino acids^39^. Indeed, our results indicated that suppression of the signaling caused the reduction in the total amount of amino acids (Supplementary Fig. 7b), which may be due to the acceleration of the urea cycle and degradation of amino acids (Fig. 5e). Importantly, it has been reported that the dysregulation of the urea cycle is widely observed in liver tumors and profoundly affects carcinogenesis, mutagenesis, and immunotherapy response^40^. Targeting the urea cycle might be an attractive therapeutic strategy for patients with liver tumor driven by the activated Wnt pathway.

As shown in Fig. 5c, we observed reduced glycolysis by β-catenin or TCF7L2 siRNAs in HepG2 cells, suggesting that Wnt signaling is associated with glycolysis. It has been reported that Wnt signaling up-regulates pyruvate dehydrogenase kinase-1 (PDK1) in colorectal cancer cells, leading to the enhanced glycolysis through the inhibition of pyruvate dehydrogenase (PDH) activity^11^. Consistent with this report, we confirmed that the expression of *PDK1* was also decreased by the suppression of Wnt signaling in HepG2 cells (Supplementary Data 1b), corroborating that PDK1 plays a pivotal role in glycolysis as a downstream of the Wnt signaling in liver tissue. 

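PDK1, a kinase that holds back pyruvate dehydrogenase, had log2 changes of −0.78 and −0.90 with β-catenin-9 and β-catenin-10 siRNA and −0.60 with TCF7L2 siRNA, and fell by 1.18 with TCF7 siRNA. It was at −0.05 with the combined siRNAs and at 0.58 with TCF7L1 siRNA. The adjusted p from limma for the β-catenin siRNAs was 0.0393 for PDK1. Of 20 genes of glycolysis and lactate handling with a value, 6 fell and 1 rose with both β-catenin siRNAs. Those that fell were HK1, HK2, PFKP, PFKFB3 and the glucose transporters SLC2A1, at −2.68 and −2.69, and SLC2A3, at −4.67 and −4.49, and PFKM rose with values of 1.68 and 1.26. The median of the 20 genes was −0.70 for the mean of the β-catenin siRNAs, at the 0.01th percentile of random lists. It was smaller with TCF7L2 siRNA, at −0.23 and percentile 0.96, and with the combined siRNAs, at −0.23 and percentile 1.36. With TCF7 siRNA it was −0.84 at percentile 0. Among 15 genes around pyruvate dehydrogenase, the pyruvate carriers MPC1 and MPC2, PDK2 and the acetyl-CoA maker ACSS2 rose with both siRNAs and 0 fell, with MPC1 at 1.74 and 1.81 and MPC2 at 1.93 and 1.87, while the median of the 15 was 0.11 at the 84.1th percentile of random lists.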

In cancer cells, increased catabolism of glucose (Warburg effect) anaerobically rather than aerobically leads increased glucose uptake and lactic acid production^41^. It is noteworthy that increased levels of lactic acid by enhanced glycolysis promote immune evasion in tumors^42,43^. Therefore, the activation of the Wnt/β-catenin signaling pathway may, in part, suppress anti-tumor immunity by increased lactic acid production^44^.

In conclusion, we identified two transcription factors, CEBPA and FOXA1, enriched in the liver as cellular context-dependent targets of the Wnt signaling. Our findings will provide insights into the relationship between liver metabolism and the Wnt signaling pathway. Further investigations of tissue-specific Wnt targets may uncover a role of the pathway involved in human carcinogenesis.

## Methods

### Cell culture

Human hepatoma cells, HepG2 and Hep3B, were obtained from the American Type Culture Collection (ATCC, Manassas, VA), and HuH-6 and HuH-7 cells were obtained from the Japanese Collection of Research Bioresources Cell Bank (JCRB, Osaka, Japan). These cells were confirmed to be mycoplasma-free and authenticated by Hoechst DNA staining and short tandem repeat profiling, respectively (ATCC and JCRB). Retrovirus packaging cells PLAT-A were provided from Dr. Toshio Kitamura (The University of Tokyo). All cells were grown in appropriate media containing 10% fetal bovine serum (Biosera, Nuaille, France) and 1% penicillin/streptomycin solution (Fujifilm Wako Pure Chemical, Osaka, Japan). The PLAT-A cells were maintained in complete medium supplemented with puromycin (1 μg/ml, Merck, Darmstadt, Germany) and blasticidin (10 μg/ml, Fujifilm Wako Pure Chemical).

### Expression plasmids

The entire coding region of *FOXA1*, *FOXA3*, and *HNF4A* were amplified by RT-PCR (KOD One, Toyobo, Osaka, Japan) using human liver cDNA as template. The coding region of *CEBPA* was amplified using MSCV-CEBPA plasmid (a kind gift from Dr. Atsushi Iwama, The University of Tokyo). The PCR products were cloned into pCMV-Myc-N vector (Takara Bio, Shiga, Japan). The primer sequences used for the amplification are listed in Supplementary Data 5a. The cloned DNA fragments in the plasmids were confirmed by Sanger sequencing (3500xL GeneticAnalyzer, Thermo Fisher Scientific, Waltham, MA).

### Gene silencing

Two independent siRNAs targeting each gene were used for gene silencing. CEBPA, FOXA1, FOXA3, and HNF4A siRNAs were purchased from Integrated DNA Technologies (Coralville, IA). β-catenin, LEF1, TCF7, TCF7L1, and TCF7L2 siRNAs were obtained from Merck. Control siRNA (ON-TARGETplus Non-targeting Pool) was purchased from Horizon Discovery (Cambridge, UK). The target sequences of the siRNAs are shown in Supplementary Data 5b. Cells were transfected with the siRNAs (10 nM) for 48 h using Lipofectamine RNAiMAX (Thermo Fisher Scientific). The gene-silencing efficiency of each siRNA was confirmed by quantitative RT-PCR (qRT-PCR) or immunoblotting.

### Quantitative PCR

Total RNA was isolated from cultured cells using RNeasy Mini Kit (Qiagen, Valencia, CA). cDNA was synthesized from 1 μg of total RNA using ReverTraAce (Toyobo). qPCR was performed using KAPA SYBR Fast qPCR Kit (Kapa Biosystems, Wilmington, MA) and StepOnePlus (Thermo Fisher Scientific) with sets of primers listed in Supplementary Data 5a. The levels of transcripts were determined using the relative standard curve method, and hypoxanthine phosphoribosyl transferase 1 (*HPRT1*) was used as an internal control.

### Immunoblotting

Cells were lysed in radioimmunoprecipitation assay buffer (50 mM Tris-HCl, pH 8.0, 150 mM NaCl, 0.5% sodium deoxycholate, 1% Nonidet P-40, 0.1% sodium dodecyl sulfate) supplemented with a Protease Inhibitor Cocktail Set III (Merck). The proteins were separated by SDS-PAGE and transferred to a nitrocellulose membrane (Cytiva, Marlborough, MA). After blocking with 5% skim milk powder in TBS-T (Tris-buffered saline-Tween20), the membranes were incubated with anti-HAL (Merck, Cat# HPA038547, 1:1000), anti-β-catenin (Cell Signaling Technology, Danvers, MA, Cat# 9582, 1:1000), anti-TCF7L2 (Merck, Cat#05-511, 1:1000), anti-AXIN2 (Cell Signaling Technology, Cat# 2151, 1:1000), anti-CEBPA (Thermo Fisher Scientific, Cat# PA5-77911, 1:1000), anti-FOXA1 (Merck, Cat# 17-10267, 1:1000 and Santa Cruz Biotechnology, Santa Cruz, CA, Cat# sc-101058, 1:1000), anti- FOXA3 (Abcam, Cambridge, UK, Cat# ab108454, 1:1000), anti-ARG1 (Santa Cruz Biotechnology, Cat# sc-365547, 1:1000), anti-GFP (Santa Cruz Biotechnology, Cat# sc-9996, 1:1000), or anti-β-actin (Merck, Cat# A5441, 1:2500) antibody overnight at 4 °C. Horseradish peroxidase-conjugated anti-mouse (NA931V, Cytiva), anti-rabbit IgG (NA9340V, Cytiva), or VeriBlot for IP Detection Reagent (HRP) (ab131366, Abcam) served as the secondary antibody. The membranes were incubated with ImmunoStar LD (Fujifilm Wako Pure Chemical) or SuperSignal West Pico Chemiluminescent Substrate (Thermo Fisher Scientific), and the chemiluminescence images were captured using Amersham Imager 600 system (Cytiva) or ChemiDoc XRS+ System (Bio-rad, Hercules, CA). β-actin was used as a loading control. Probing with a loading control was performed in parallel with the target antibody by cutting the membrane prior to antibody incubation.

### Site-directed mutagenesis

Putative FOX and/or CEBP transcription factor binding motifs in the 5’-flanking region of the *HAL* gene (pHAL −90/+147) were mutated by site-directed mutagenesis^7^. The 5’-flanking region of *HAL*, between −90 bp and +147 bp, was amplified using KOD-Plus-Neo (Toyobo) with each primer set (Supplementary Data 5a). The PCR products were digested with *Dpn* I (Takara Bio) for 2 h at 37 °C, followed by transformation into *E. coli*. Successful mutagenesis was confirmed by Sanger sequencing.

### Treatment with GSK-3α/β inhibitor

A GSK-3α/β inhibitor, CHIR-99021, was purchased from MedChemExpress (Monmouth Junction, NJ), and dissolved in dimethyl sulfoxide (DMSO). HuH-7 cells were treated with CHIR-99021 (5 µM) or DMSO for 24 h.

### Luciferase reporter assays

HepG2 and Hep3B cells seeded on 12-well plates were transfected with 0.25 µg of reporter plasmids and 0.05 µg of pRL-null (Promega, Madison, WI) in combination with the indicated siRNAs using Lipofectamine 2000 reagent (Thermo Fisher Scientific). After 48 h, the cells were harvested, and reporter activity was measured by dual luciferase assay system (TOYO B-Net, Tokyo, Japan). To examine the effect of FOXA1, FOXA3, and CEBPA on the activity of *HAL* promoter, HepG2 cells were co-transfected with HAL reporter plasmid (0.2 µg) and pRL-null plasmid (0.05 µg) in combination with plasmids expressing FOXA1 (0.2 µg), FOXA3 (0.2 µg), or CEBPA (0.02 µg) using FuGENE6 reagent (Promega). Firefly luciferase activity was normalized to *Renilla* luciferase activity (pRL-null).

### Retroviral transduction

*CEBPA*, *FOXA1*, and *FOXA3* were sub-cloned into pMXs-Puro retroviral vector (a kind gift from Dr Kitamura, The University of Tokyo) by the Gibson Assembly cloning method (NEBuilder HiFi DNA Assembly Master Mix, New England Biolabs, Ipswich, MA). The sequences of primers used for the amplification are shown in Supplementary Data 5a. For production of retroviral particles, PLAT-A packaging cells were transfected with pMXs-EGFP (enhanced green fluorescent protein), pMXs-CEBPA, pMXs-FOXA1, or pMXs-FOXA3 for 24 h. After changing the medium, the cells were further incubated for 24 h, and supernatants containing the retrovirus were collected and used for infection. Forty-eight hours after infection, HepG2 cells were selected in the medium containing 1.625 µg/ml of puromycin, and Hep3B and HuH-7 cells were selected with 2.5 µg/ml of puromycin.

### Microarray analysis

Total RNA was isolated from HepG2 cells treated with β-catenin, TCF7, TCF7L1, TCF7L2, or LEF1 siRNA (10 nM) for 48 h using Lipofectamine RNAiMAX. Total RNA was extracted using the RNeasy Plus Mini kit (Qiagen), and subsequently expression profiles were analyzed by SurePrint G3 Gene Expression 8 × 60K microarray (Agilent Technologies, Santa Clara, CA) according to the manufacturer’s protocol. Data processing and unsupervised hierarchical clustering were performed using GeneSpring GX14.1 software (Agilent Technologies). In hierarchical clustering, Pearson’s center and centroid linkage were used as distance metric and linkage function, respectively.

### RNA-seq analysis

HuH-7 cells were transfected with control, FOXA1, or CEBPA siRNAs (10 nM) for 48 h. Total RNA was extracted from the cells using the RNeasy Plus Mini kit. Agilent Bioanalyzer device (Agilent Technologies) was used to assess the quality of extracted RNA. Subsequently, RNA-seq libraries were prepared with total RNA (100 ng) using an NEBNext Ultra II Directional RNA Library Prep Kit (New England Biolabs) according to the manufacturer’s protocol. The libraries were sequenced with 100 bp paired-end reads on the DNBSEQ-G400RS (MGI Tech, Shenzhen, China). The analysis of sequencing data was performed by a standard RNA-seq analytical pipeline. Briefly, STAR(v2.7.3a)^45^ was used to align the sequencing data to the human genome (hg38). Quantification of gene expression was performed using RSEM (v1.3.3)^46^. The DESeq2 package (v1.26.0)^47^ was used to normalize the read count data and test for differential gene expression.

### Chromatin immunoprecipitation followed by high-throughput sequencing (ChIP-seq)

ChIP-seq was performed using anti-CEBPA (Thermo Fisher Scientific, Cat# PA5-77911) or anti-FOXA1 antibody (Merck, Cat# 17-10267)^48^. HuH-7 cells were cross-linked with 1% formaldehyde for 10 min at room temperature, and 0.1 M glycine was added to quench the formaldehyde. Chromatin extracts were sheared by micrococcal nuclease digestion (New England Biolabs), and protein-DNA complexes were immunoprecipitated with 5 μg of anti-CEBPA or anti-FOXA1 antibody bound to Dynabeads Protein G (Thermo Fisher Scientific). Normal rabbit IgG (Santa Cruz Biotechnology) was used as a negative control. De-crosslinking was performed at 65 °C overnight, and samples were subsequently treated with RNase A (Merck) for 2 h at 37 °C and Proteinase K (Merck) for 30 min at 55 °C. The precipitated protein-DNA complexes were purified by the conventional DNA extraction method, and the purified DNA was used for preparation of sequence libraries. Concentration of input and ChIP’d DNA was measured using Qubit dsDNA HS Assay kit (Thermo Fisher Scientific). ChIP-seq libraries were prepared with 1 ng of DNA using an NEBNext Ultra II DNA Library Prep kit (New England Biolabs) according to the manufacturer’s protocol. The libraries were sequenced with 150 bp paired-end reads on the DNBSEQ-G400RS. The sequencing data were aligned to human genome (GRCh38) using Bowtie2 (v2.4.1)^49^. Peak calling followed by assignation of peaks to genes was performed using MACS2 (v3.6)^50^ and HOMER (v4.11)^51^. Peaks with *q*-value < 0.05 were considered significant.

To validate the results of ChIP-seq analysis, ChIP followed by quantitative PCR (ChIP-qPCR) was performed using KAPA SYBR Fast qPCR Kit (Kapa Biosystems) and StepOnePlus (Thermo Fisher Scientific)^52^. The precipitated DNAs were subjected to qPCR analysis using sets of primers encompassing genomic regions with peaks. As negative control non-immune IgG and control primers to amplify exon 1 of the glyceraldehyde-3-phosphate dehydrogenase (*GAPDH*) were used. The primer sequences used are listed in Supplementary Data 5a.

### Metabolite extraction and analysis

After aspiration of culture medium, the cells were washed twice with 5% mannitol solution, and incubated with methanol at room temperature for 30 s to suppress enzyme activity. Next, internal standards (H3304-1002, Human Metabolome Technologies, Yamagata, Japan) were added to the cell extract, followed by further incubation at room temperature for 30 s. The cell extract was then centrifuged at 2300 × *g*, 4 °C for 5 min, after which the supernatant was centrifugally filtered through a Millipore 5-kDa cutoff filter (UltrafreeMC-PLHCC, Human Metabolome Technologies) at 9100 × *g*, 4 °C for 5 h to remove macromolecules. Subsequently, the filtrate was evaporated to dryness under vacuum and reconstituted in Milli-Q water for metabolome analysis at Human Metabolome Technologies.

Metabolome analysis was conducted according to the C-SCOPE package (Human Metabolome Technologies), using capillary electrophoresis time-of-flight mass spectrometry (CE-TOFMS) for cation analysis and CE-tandem mass spectrometry (CE-MS/MS) for anion analysis based on the methods described previously ^53,54^. Peaks were extracted using MasterHands, automatic integration software (Keio University, Yamagata, Japan)^55^ and MassHunter Quantitative Analysis B.04.00 (Agilent Technologies) in order to obtain peak information including m/z, peak area, and migration time (MT). Signal peaks were annotated according to the metabolite database of Human Metabolome Technologies, based on their m/z values and MTs. The peak area of each metabolite was normalized to internal standards, and metabolite concentration was evaluated by standard curves with three-point calibrations using each standard compound. Hierarchical cluster analysis^56^ was performed by Human Metabolome Technologies’s proprietary MATLAB and R programs, respectively. Detected metabolites were plotted on metabolic pathway maps using VANTED software^57^.

### Over-representation analysis (ORA)

The biological significance of the expression and metabolome data was assessed by over-representation analysis. Differentially expressed genes by either CEBPA or FOXA1 siRNAs were subjected to KEGG pathway analysis. Gene sets with FDR *q*-value < 0.01 were considered significant. MetaboAnalyst^58^ was used for the analysis of differential levels of metabolites by β-catenin and TCF7L2 siRNA. Metabolite sets with FDR *q*-value < 0.01 were considered significant.

### Statistics and reproducibility

The unpaired two-tailed t-test was used when two independent groups were compared. For groups larger than two, statistical analysis was performed using one-way analysis of variance (ANOVA) with Dunnett’s post hoc test. These statistical analyses were performed using the BellCurve for Excel software (Social Survey Research Information, Tokyo, Japan). A *p*-value < 0.05 was considered statistically significant. Sample sizes are indicated in the figure legends. Data are displayed with error bars showing mean ± SD and individual samples in a bar graph. In RNA-seq and ChIP-seq analyses, significance level was set at a Benjamini–Hochberg FDR-adjusted *p*-value (i.e., *q*-value) of less than 0.05.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Peer Review File

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Reporting Summary

## Data Availability

Microarray (GSE244527), RNA-seq (GSE244526), and ChIP-seq (GSE244525) data generated in this study were deposited in the Gene Expression Omnibus (GEO) database. Plasmids generated in this study were deposited into Addgene (pCMV-Myc-CEBPA: 219393, pCMV-Myc-FOXA1: 219394, pCMV-Myc-FOXA3: 219395, pCMV-Myc-HNF4A: 21939). All data supporting the findings of this study are available within the paper, its Supplementary Figs., and Supplementary Data. The source data for the graphs in this study are provided in Supplementary Data 5c–g. All uncropped blots are provided in Supplementary Figs. 8–16.

# Supplementary material for: Wnt/β-catenin signaling regulates amino acid metabolism through the suppression of CEBPA and FOXA1 in liver cancer cells
**Source:** Commun Biol. 2024 Apr 29;7:510. doi: 10.1038/s42003-024-06202-9
**Supplement:** Supplementary file 2 — Supplementary Information

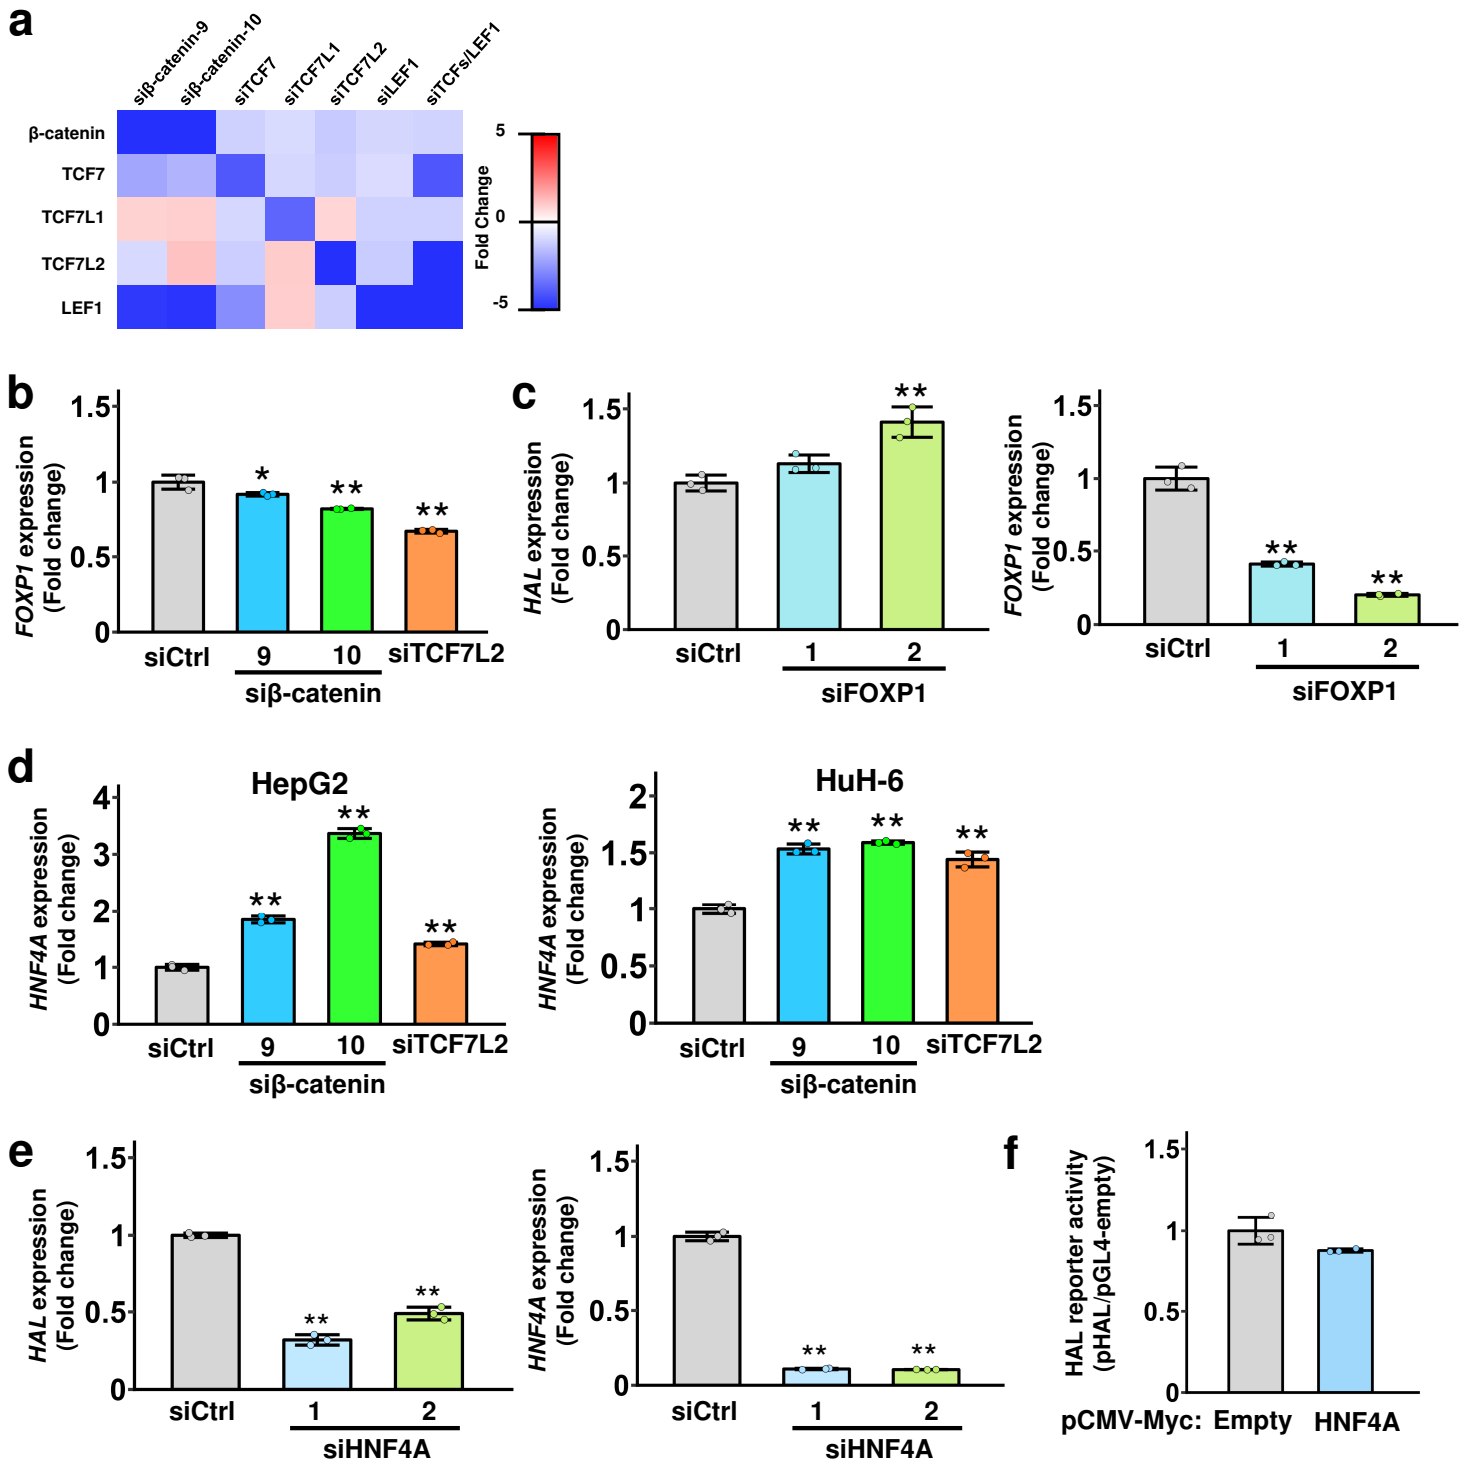

**Supplementary Figure 1. The effects of FOXP1 and HNF4A on the expression and reporter activity of *HAL***

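Each siRNA lowered the transcript it targets, as far as its probe could show. CTNNB1 was at −3.79 with β-catenin-9 siRNA and −3.55 with β-catenin-10 siRNA on the log2 scale and lay between −0.20 and −0.04 with the other treatments. TCF7 fell by 2.01 with its own siRNA, TCF7L1 by 2.18 and TCF7L2 by 2.38. LEF1 was above background on the control array and not with LEF1 siRNA, and its probe was so dim that the data bound its fall only at 0.64 or more, with bounds between 0.31 and 0.72 also for other treatments. In the combined treatment TCF7 fell by 2.26 and TCF7L2 by 2.18, while TCF7L1 was at −0.39. TCF7 itself fell with both β-catenin siRNAs, by 1.06 and 1.20.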

**a** The expression levels of  $\beta$ -catenin and TCF/LEF genes in response to the indicated siRNA are depicted in the heatmap. **b** The effect of  $\beta$ -catenin or TCF7L2 siRNA on the expression of *FOXP1* in HepG2 cells. The expression levels were assessed by RT-qPCR. **c** The expression of *HAL* and *FOXP1* in HuH-7 cells treated with control or two-independent FOXFP1 siRNAs. The expression levels were measured by RT-qPCR. **d** Knockdown of  $\beta$ -catenin or TCF7L2 increased the expression levels of *HNF4A* in HepG2 and HuH-6 cells. **e** Suppressed expression of *HAL* by two-independent siRNAs against HNF4A in HuH-7 cells. The expression levels were assessed by RT-qPCR. **f** The effect of HNF4A on the reporter activity of pHAL-90/+147. Plasmid expressing HNF4A or the empty plasmid was co-transfected with the reporter plasmids in HepG2 cells. Unless specified otherwise, data are represented as the mean  $\pm$  SD of three independent experiments. Statistical significance was determined by Dunnett's test (**b, c, d, e, and f**). \* $P$ <0.05, \*\* $P$ <0.01 vs siCtrl.

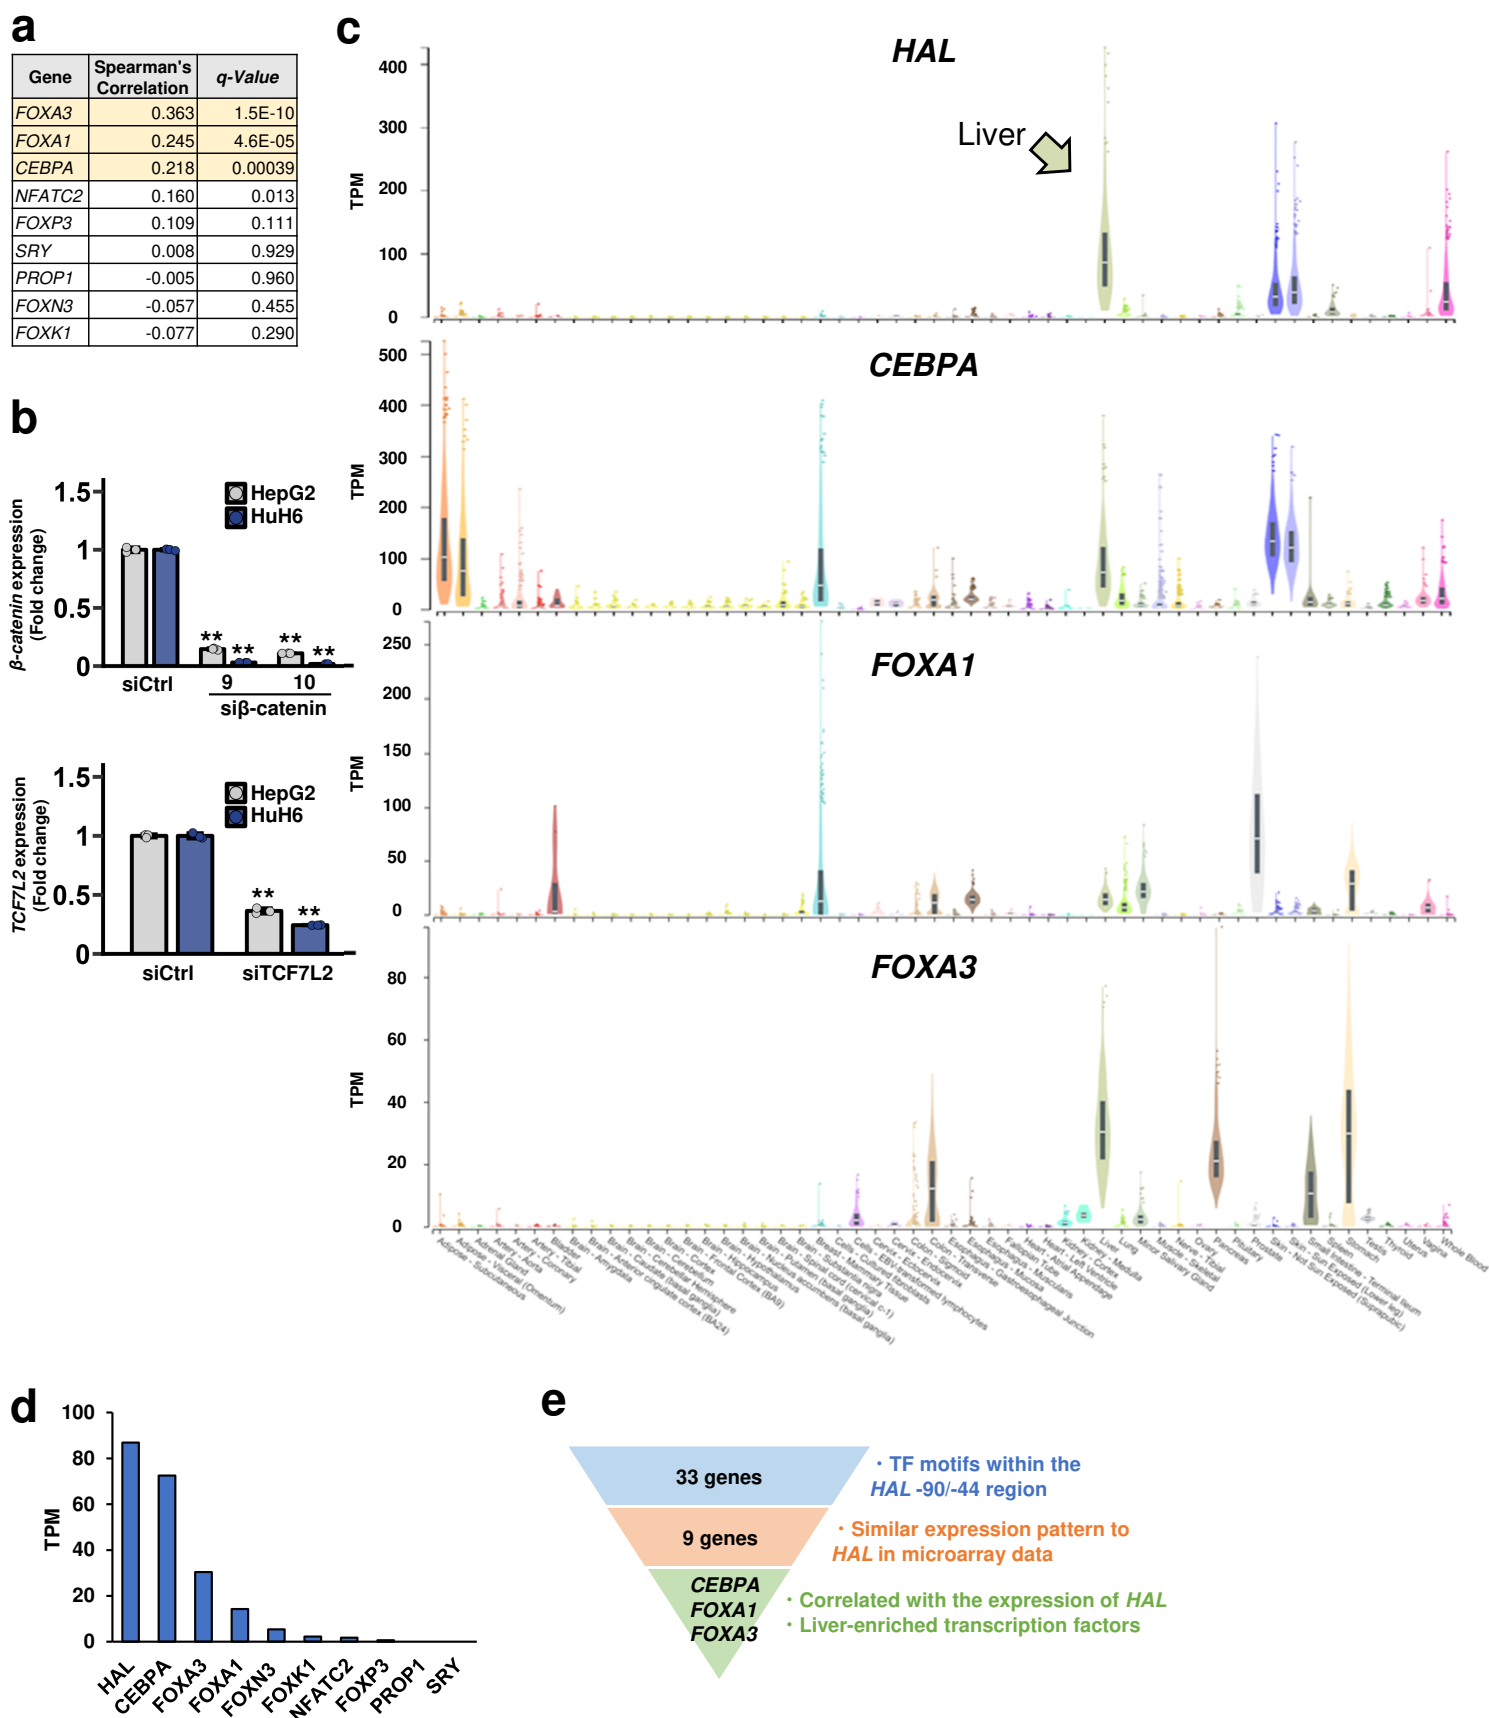

### Supplementary Figure 2. Involvement of CEBPA, FOXA1, and FOXA3 in the regulation of HAL

**a** Correlation of *HAL* expression with that of nine transcription factors in hepatocellular carcinoma. Spearman's correlation of listed genes was analyzed using a hepatocellular carcinoma dataset (TCGA, Pan-Cancer Atlas). **b** Knockdown efficiency of  $\beta$ -catenin and TCF7L2 siRNAs was evaluated by RT-qPCR. Statistical significance was determined by Dunnett's test or unpaired two-tailed Student's t-test. \*\* $P < 0.01$  vs siCtrl. Data are represented as the mean  $\pm$  SD of three independent experiments. **c** The expression of *HAL*, *CEBPA*, *FOXA1*, and *FOXA3* in normal tissues. The data were obtained from the GTEx Portal (<https://gtexportal.org/home/>). **d** The expression of *HAL* and the nine candidate TFs in normal liver tissue. The data were obtained from the GTEx Portal. **e** A flowchart of the strategy for the selection of candidate TFs.

**a**

| TF name | Score | Start | End | Strand | Predicted sequence | Motif name |
|---------|-------|-------|-----|--------|--------------------|------------|
| CEBPA   | 12.32 | -70   | -83 | -      | TAGTTGCTCAATAC     | CBE-1      |
| FOXA3   | 10.59 | -50   | -60 | -      | GAATAAACAAA        | FBE        |
| FOXA1   | 9.05  | -49   | -60 | -      | GAATAACAAAT        | FBE        |
| CEBPA   | 8.70  | -55   | -68 | +      | TTATTCCACAAACA     | CBE-2      |

**b**

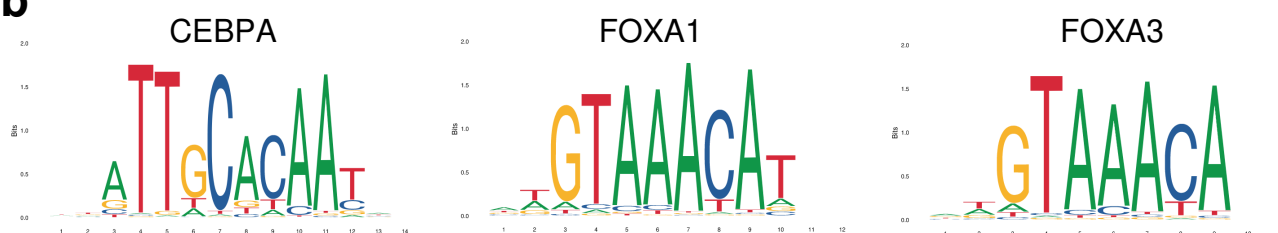

**Supplementary Figure 3. Identification of CEBPA-, FOXA1-, and FOXA3-binding motifs in the promoter region (between -90 and -44) of *HAL***

**a** The JASPAR scores of TF-binding motifs between -90 and -44 in the *HAL* promoter region. The motifs with score greater than 8.0 are shown in the list. **b** DNA-binding motifs of CEBPA, FOXA1, and FOXA3 obtained from JASPAR database.

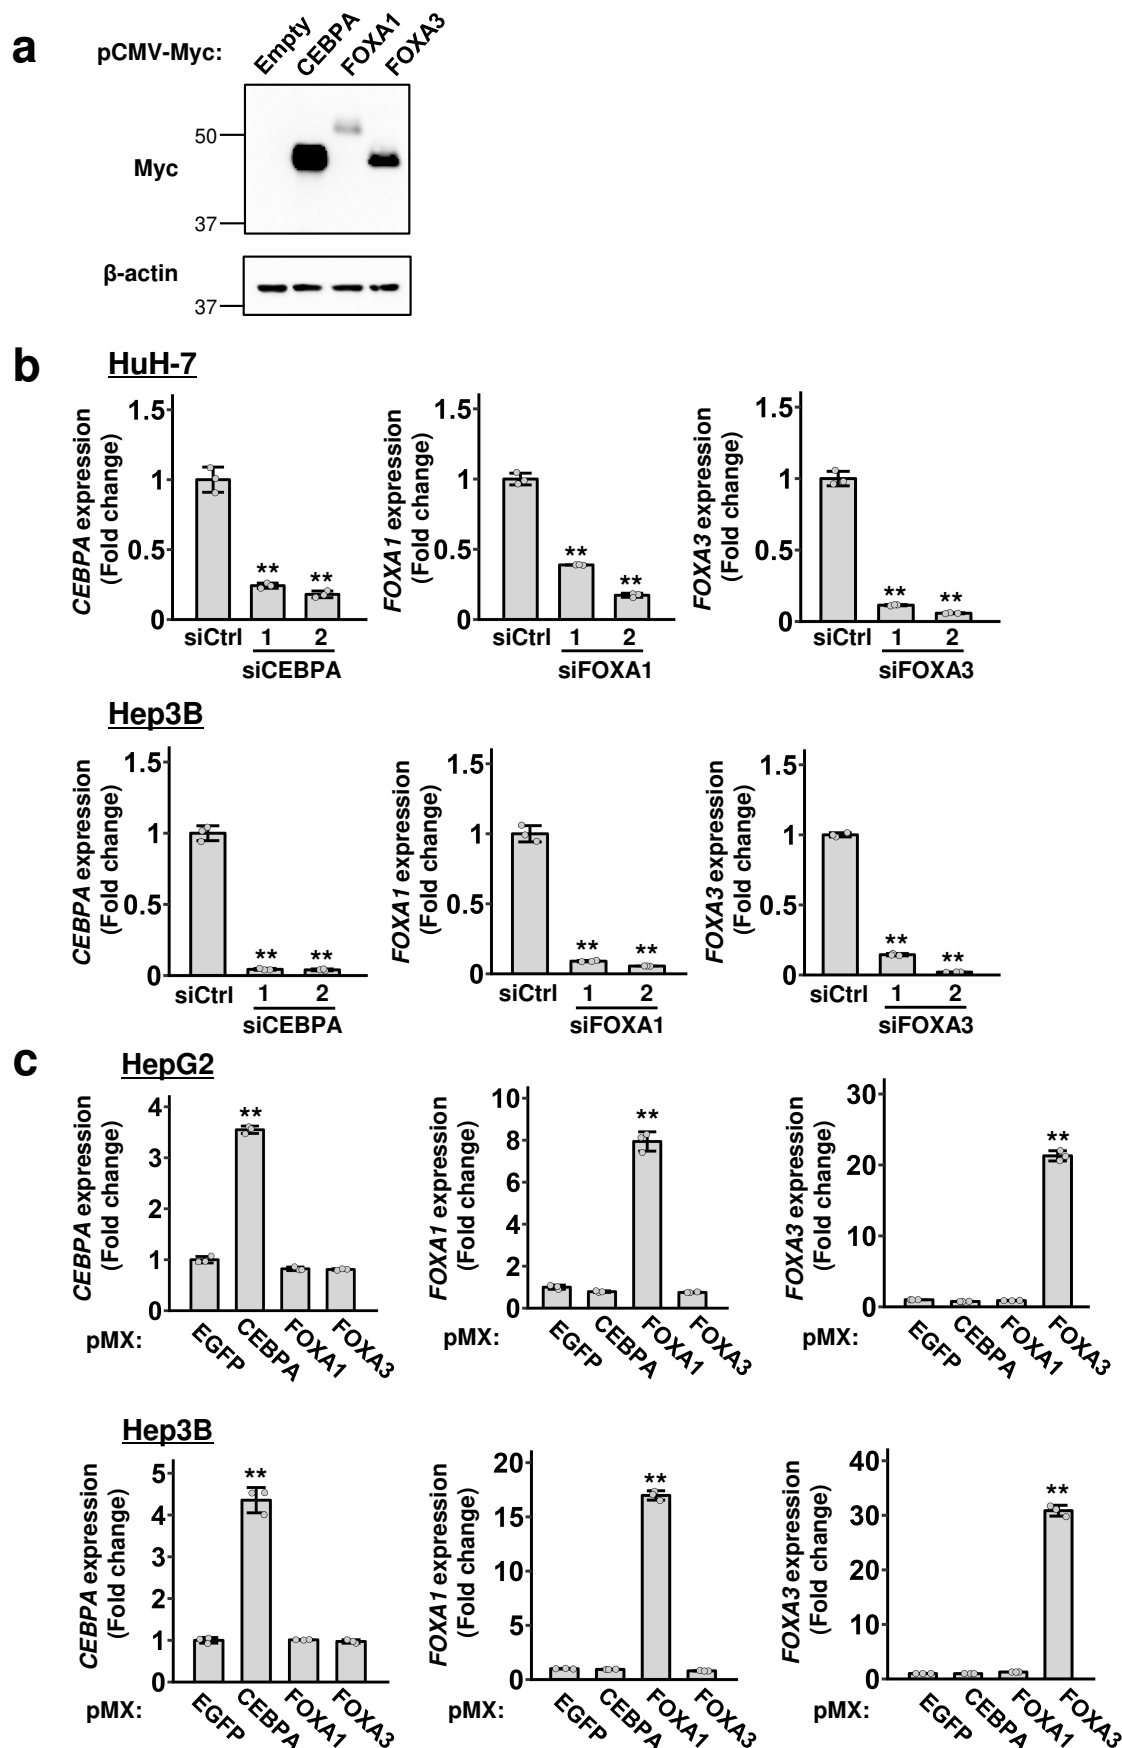

**Supplementary Figure 4. The effect of indicated siRNAs or plasmid expressing *CEBPA*, *FOXA1*, or *FOXA3* on their expression in the liver cancer cells**

**a** Overexpression of *CEBPA*, *FOXA1*, or *FOXA3* in HuH-7 cells. Lysates from the cells transfected with plasmids of pCMV-Myc *CEBPA*, *FOXA1*, or *FOXA3*, were subjected to immunoblot analysis with anti-Myc antibody. **b** Knockdown efficiency of *CEBPA*, *FOXA1*, or *FOXA3* siRNA on their expression in HuH-7 and Hep3B cells. Their expression was evaluated by RT-qPCR. **c** The effect of retrovirus expressing *CEBPA*, *FOXA1*, or *FOXA3* on their expression in HepG2 and Hep3B cells. Unless specified otherwise, data are represented as the mean  $\pm$  SD of three independent experiments. Statistical significance was determined by Dunnett's test (**b** and **c**). \*\* $P < 0.01$  vs siCtrl.

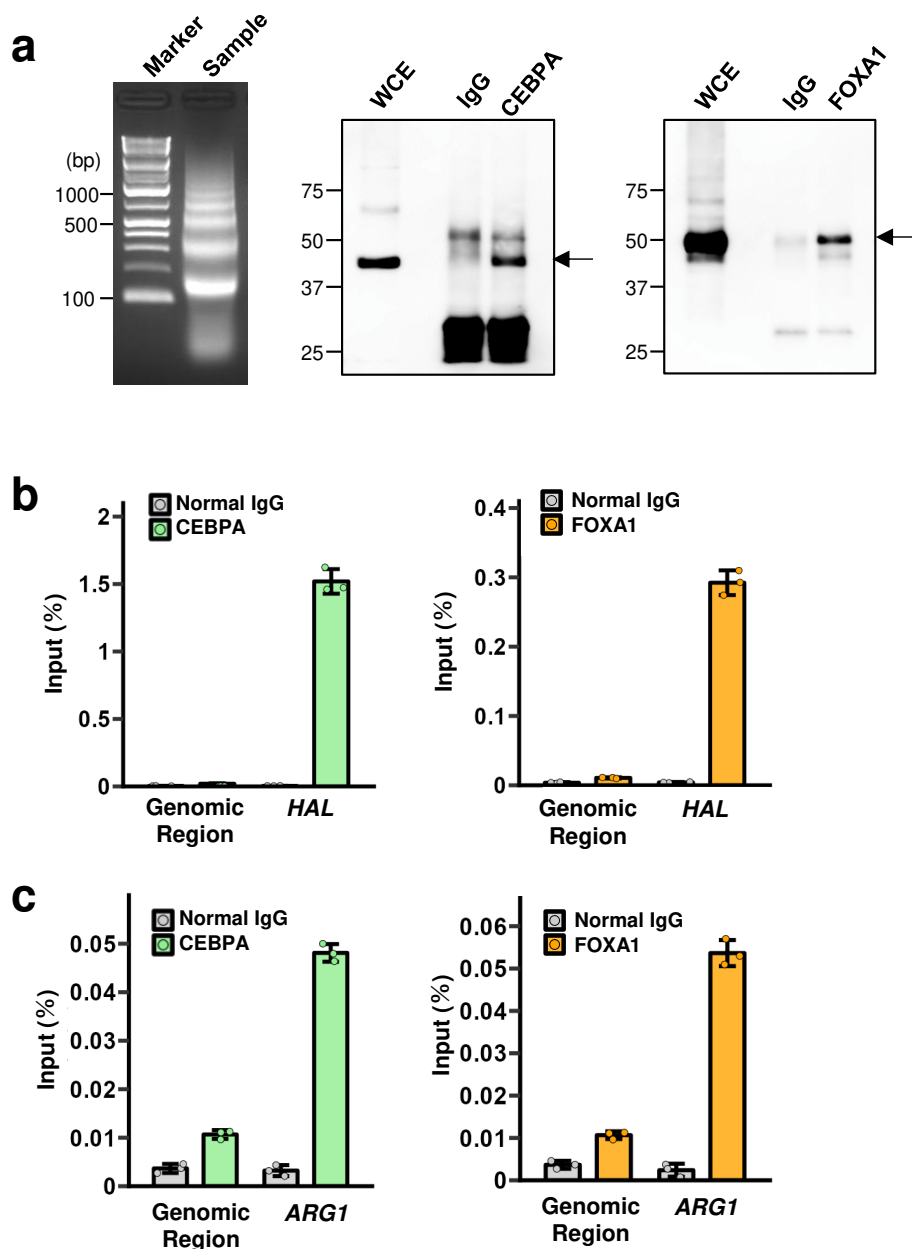

**Supplementary Figure 5. Regulation of ARG1 by the Wnt/ $\beta$ -catenin signaling pathway via CEBPA and FOXA1**

**a** Fragmentation of DNA extracted from HuH-7 cells for ChIP-seq (left). Efficacy of immunoprecipitation of CEBPA and FOXA1 was confirmed by immunoblot analysis with specific-antibodies (middle, anti-CEBPA antibody; right, anti-FOXA1 antibody). **b, c** Enrichment of the promoter regions of *HAL* (**b**) or intron1 of *ARG1* (**c**) was verified by ChIP-qPCR with anti-CEBPA or anti-FOXA1 antibody. Normal rabbit IgG was used as a negative control.

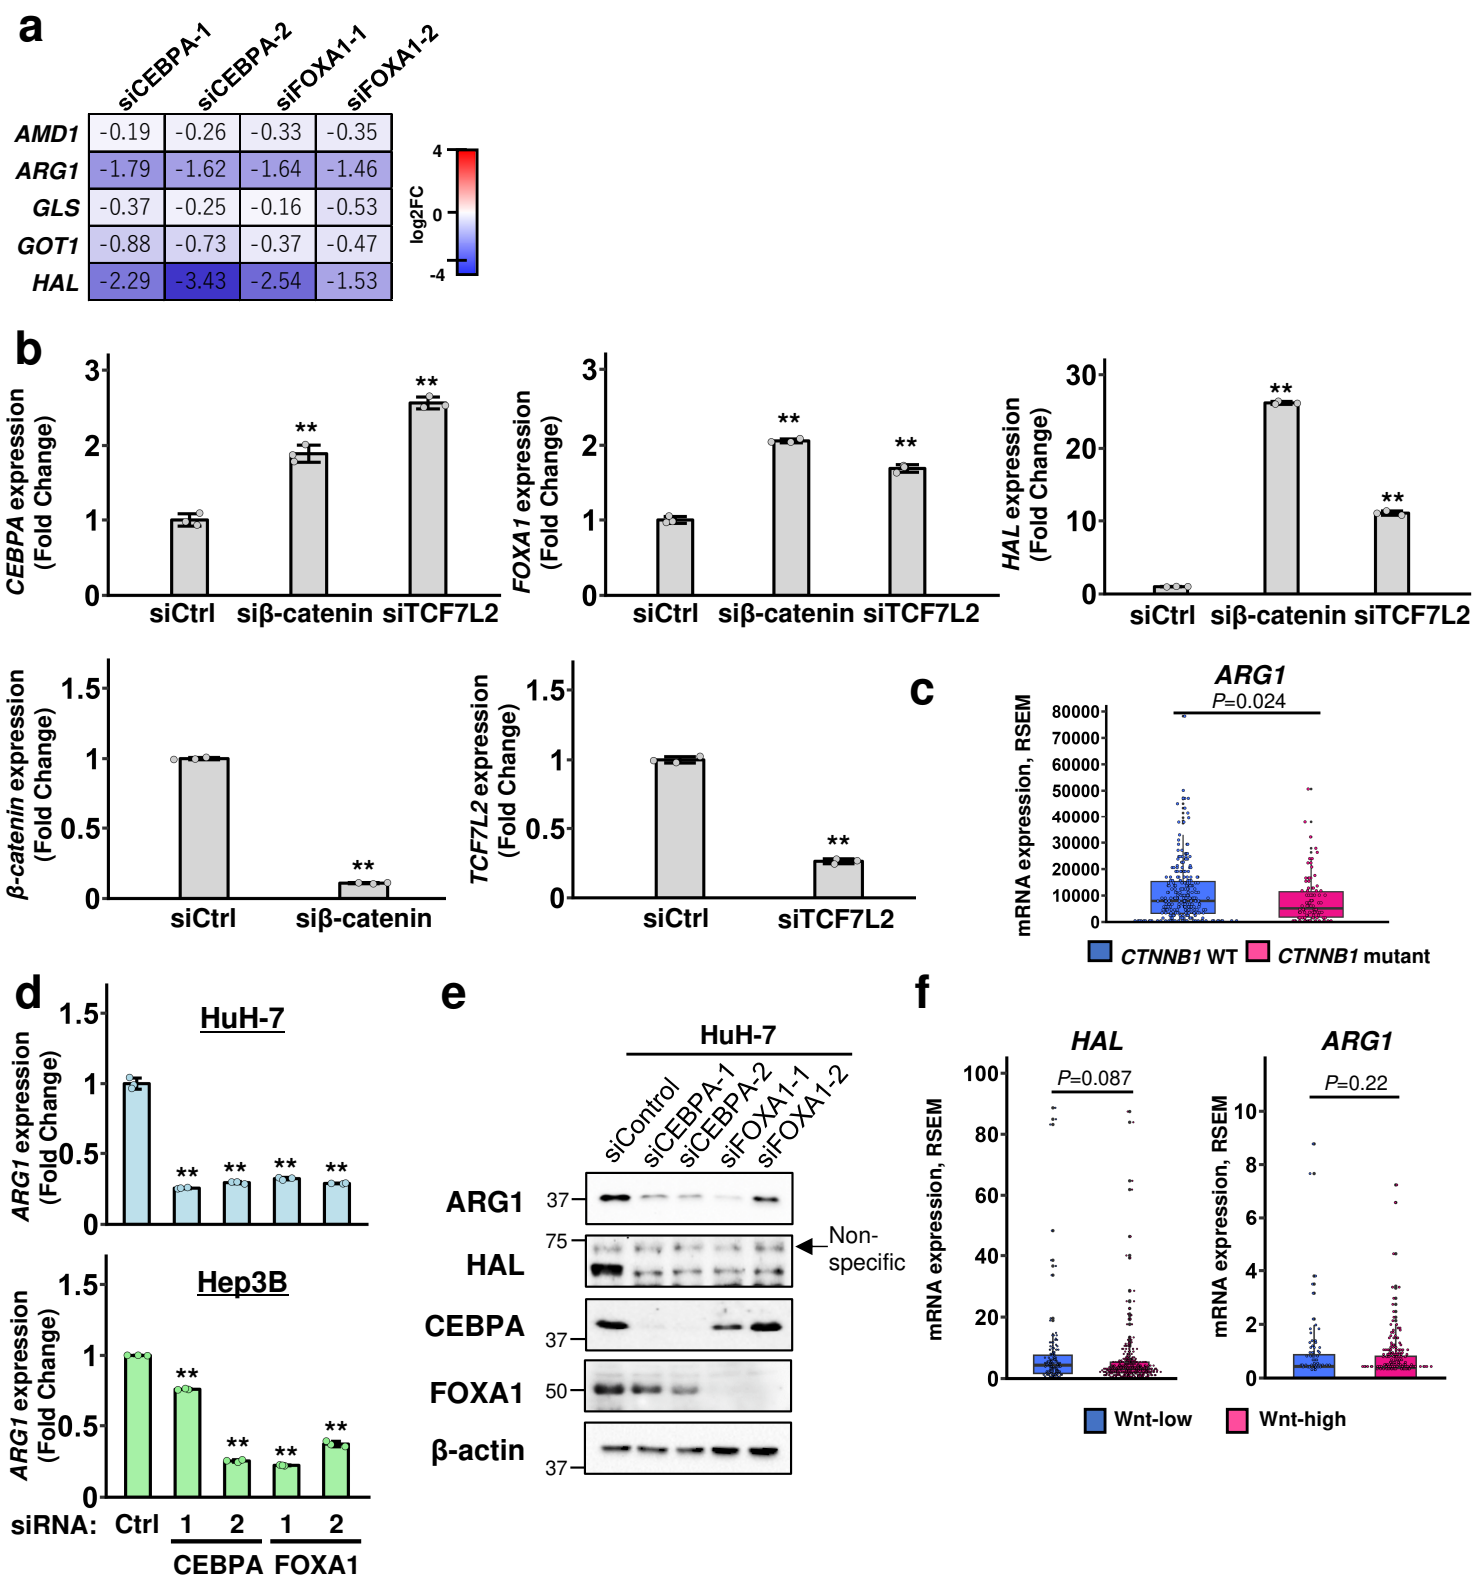

### Supplementary Figure 6. Regulation of ARG1 by the Wnt/ $\beta$ -catenin signaling pathway via CEBPA and FOXA1

**a** Suppressed expression of *AMD1*, *ARG1*, *GLS*, *GOT1*, and *HAL* in response to CEBPA or FOXA1 siRNAs in HuH-7 cells. The values represent log<sub>2</sub> fold change (FC) of their expression in response to CEBPA or FOXA1 siRNA compared to control siRNA. **b** The effect of  $\beta$ -catenin or TCF7L2 siRNA on the expression of *CEBPA*, *FOXA1*, *HAL*,  *$\beta$ -catenin*, and *TCF7L2* in HepG2 cells. Their expression levels were assessed by RT-qPCR. *HPRT1* was used as an internal control. The data represent mean  $\pm$  SD from three-independent experiments. Statistical significance was determined by unpaired two-tailed Student's t-test or Dunnett's test. \*\* $P < 0.01$  vs siCtrl. **c** Association between the expression of *ARG1* and *CTNNB1* mutation status. The data were obtained from a dataset comprised of 361 hepatocellular carcinomas (TCGA, Pan-Cancer Atlas). Statistical significance was determined by unpaired two-tailed t-test. Center line, median; Box limits, upper and lower quartiles; Whiskers, 1.5x interquartile range. **d** Two-independent CEBPA or FOXA1 siRNAs markedly reduced *ARG1* expression in HuH-7 and Hep3B cells. Their expression was assessed by RT-qPCR. **e** The decreased expression of *ARG1* and *HAL* was confirmed by immunoblotting. **f** No association between the expression levels of *HAL* (532 samples) or *ARG1* (359 samples) and Wnt-status was observed in colorectal cancer tissues (TCGA, Pan-Cancer Atlas). Wnt-high: colorectal cancer tissues with pathological mutations in *APC*. Wnt-low: colorectal cancer tissues with non-pathological mutations in *APC*. Statistical significance was determined by unpaired two-tailed t-test. Center line, median; Box limits, upper and lower quartiles; Whiskers, 1.5x interquartile range.

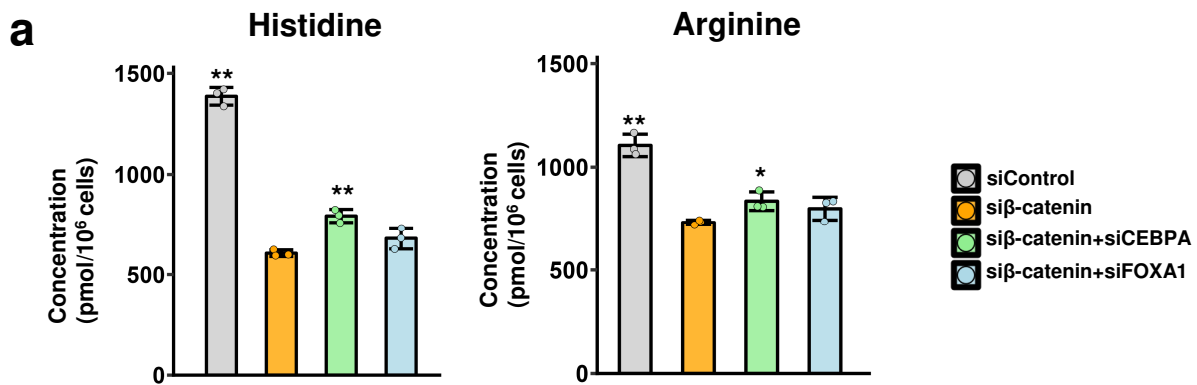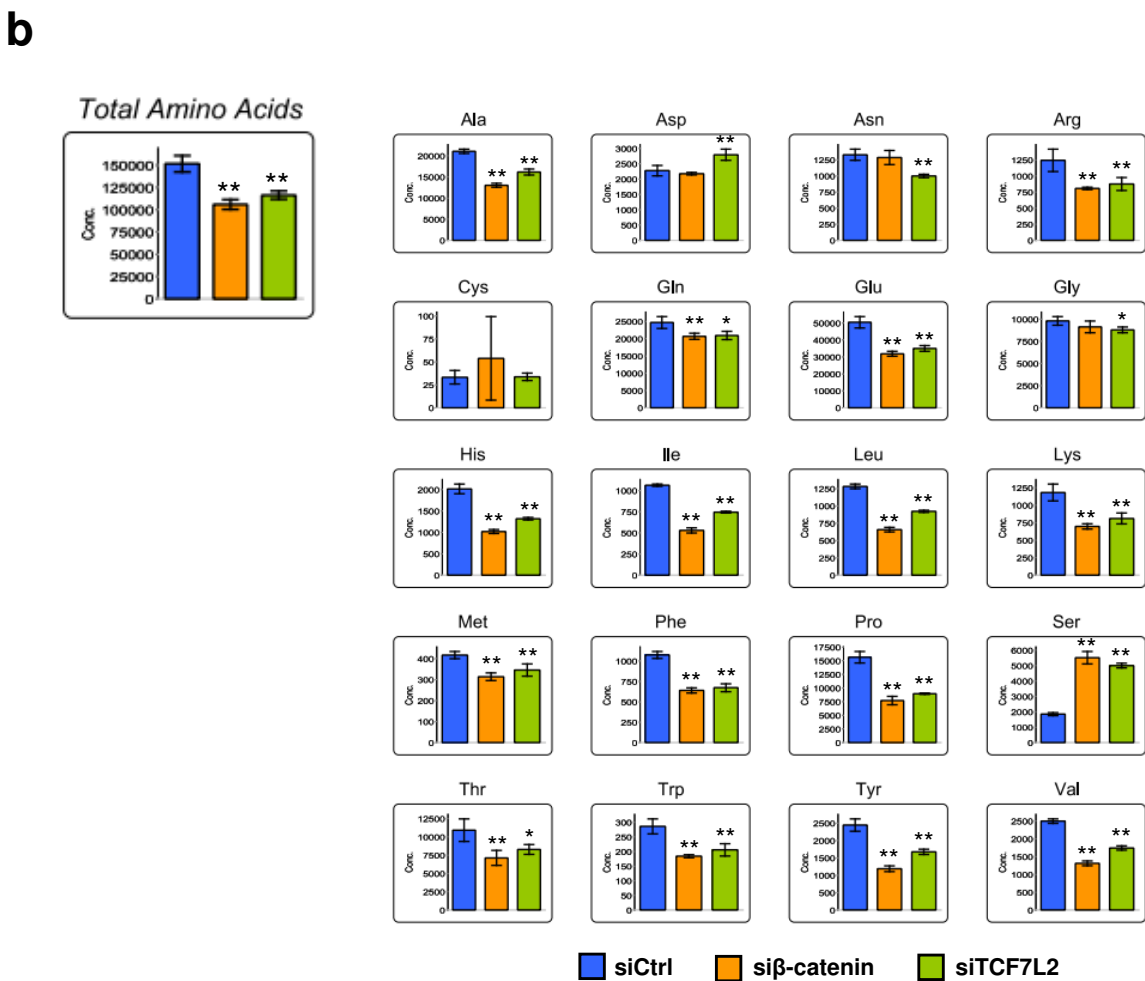

### Supplementary Figure 7. Change in the levels of amino acids in liver cancer cells

**a** Quantitative analysis of the indicated metabolites using mass spectrometry in the HepG2 cells treated with the indicated siRNAs. Statistical significance was determined by Dunnett's test. \* $P < 0.05$ , \*\* $P < 0.01$  vs siβ-catenin. **b** Levels of amino acids in HepG2 cells treated with control, β-catenin, or TCF7L2 siRNA. The data represent mean  $\pm$  SD from three-independent cultures. Statistical significance was determined by Dunnett's test. \* $P < 0.05$ , \*\* $P < 0.01$  vs siCtrl.

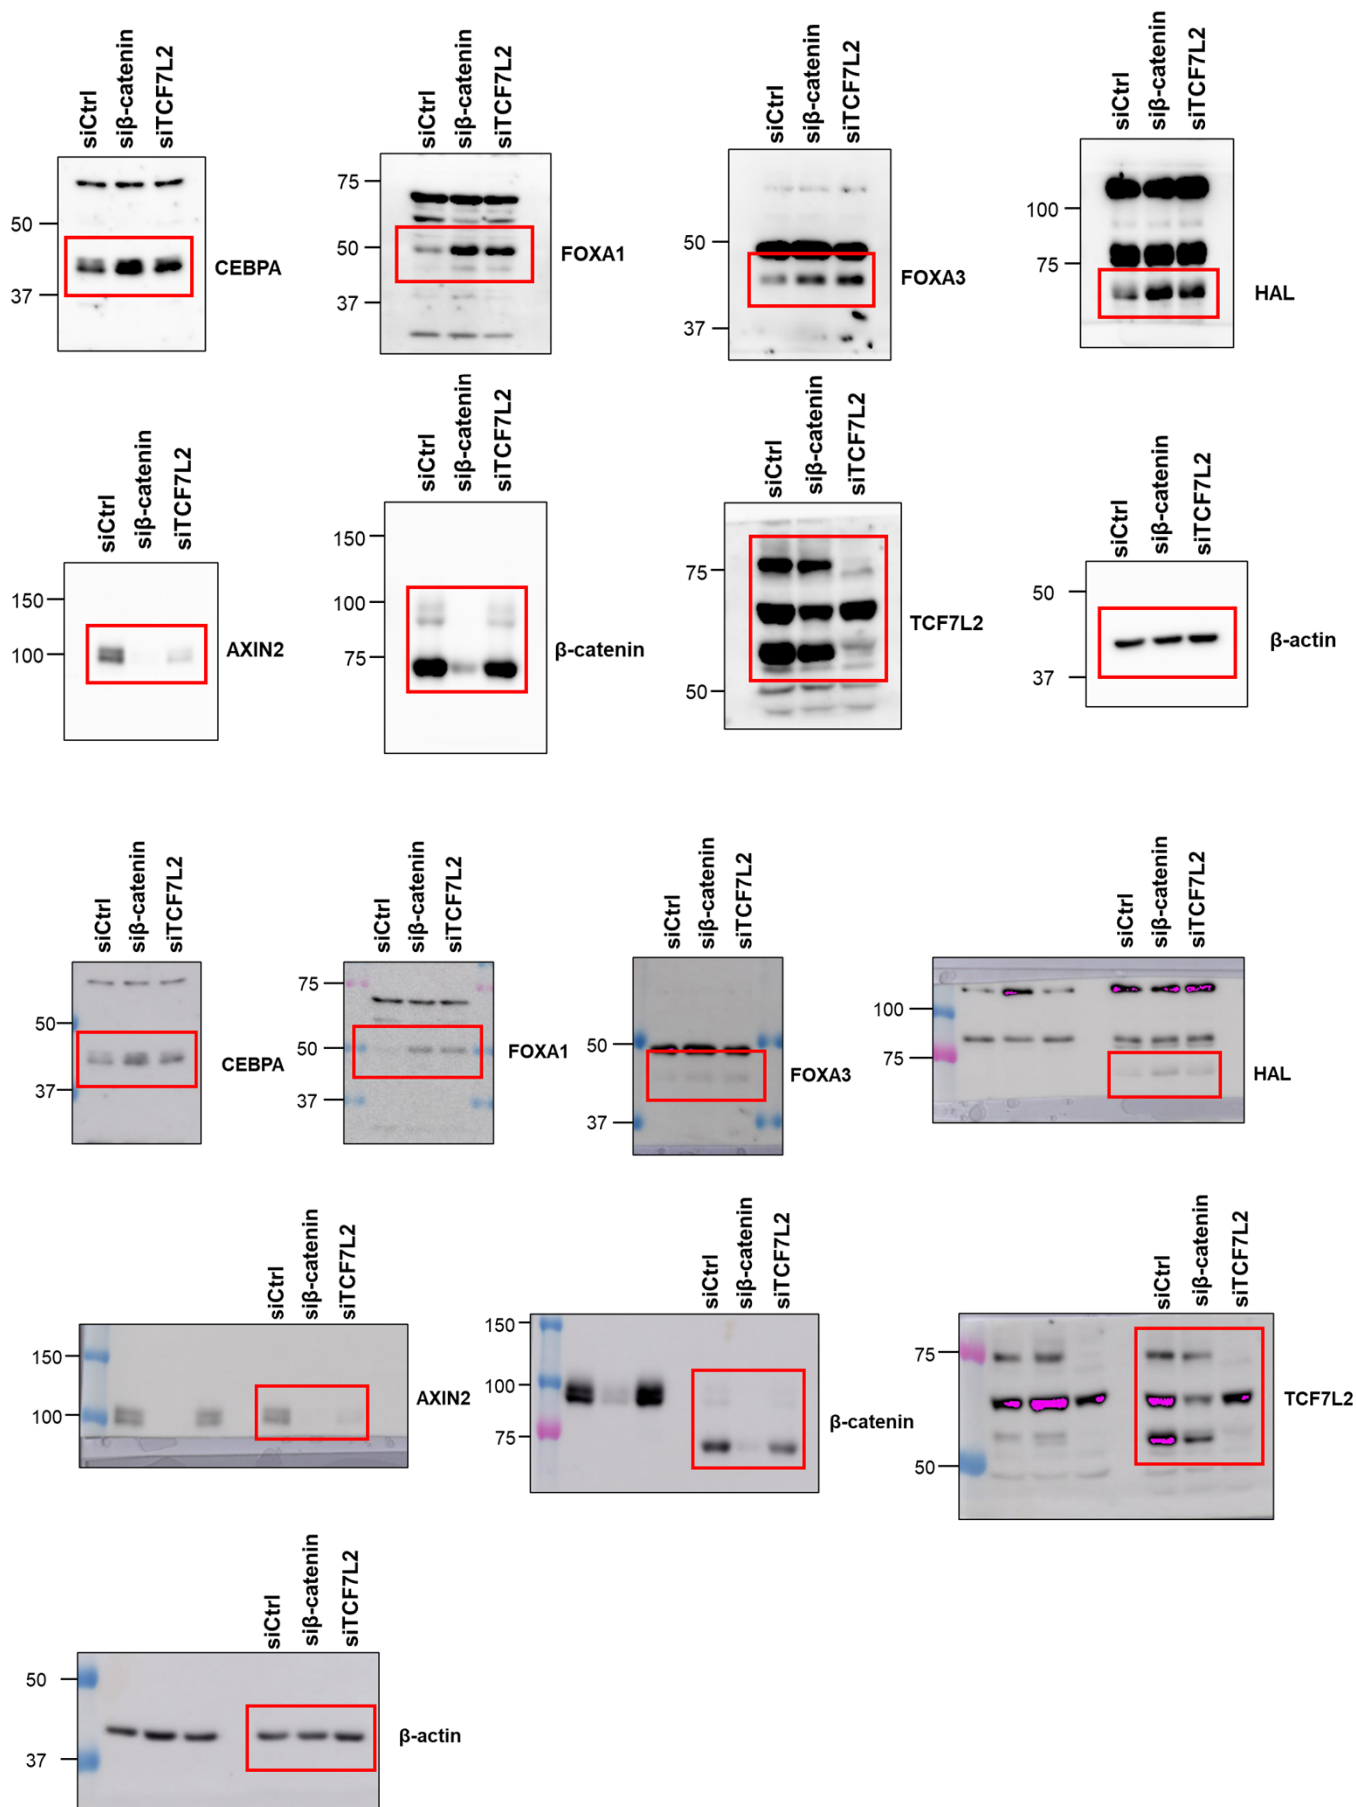

Supplementary Figure 8. Uncropped and unedited blot images with/without ladder of Figure 1c

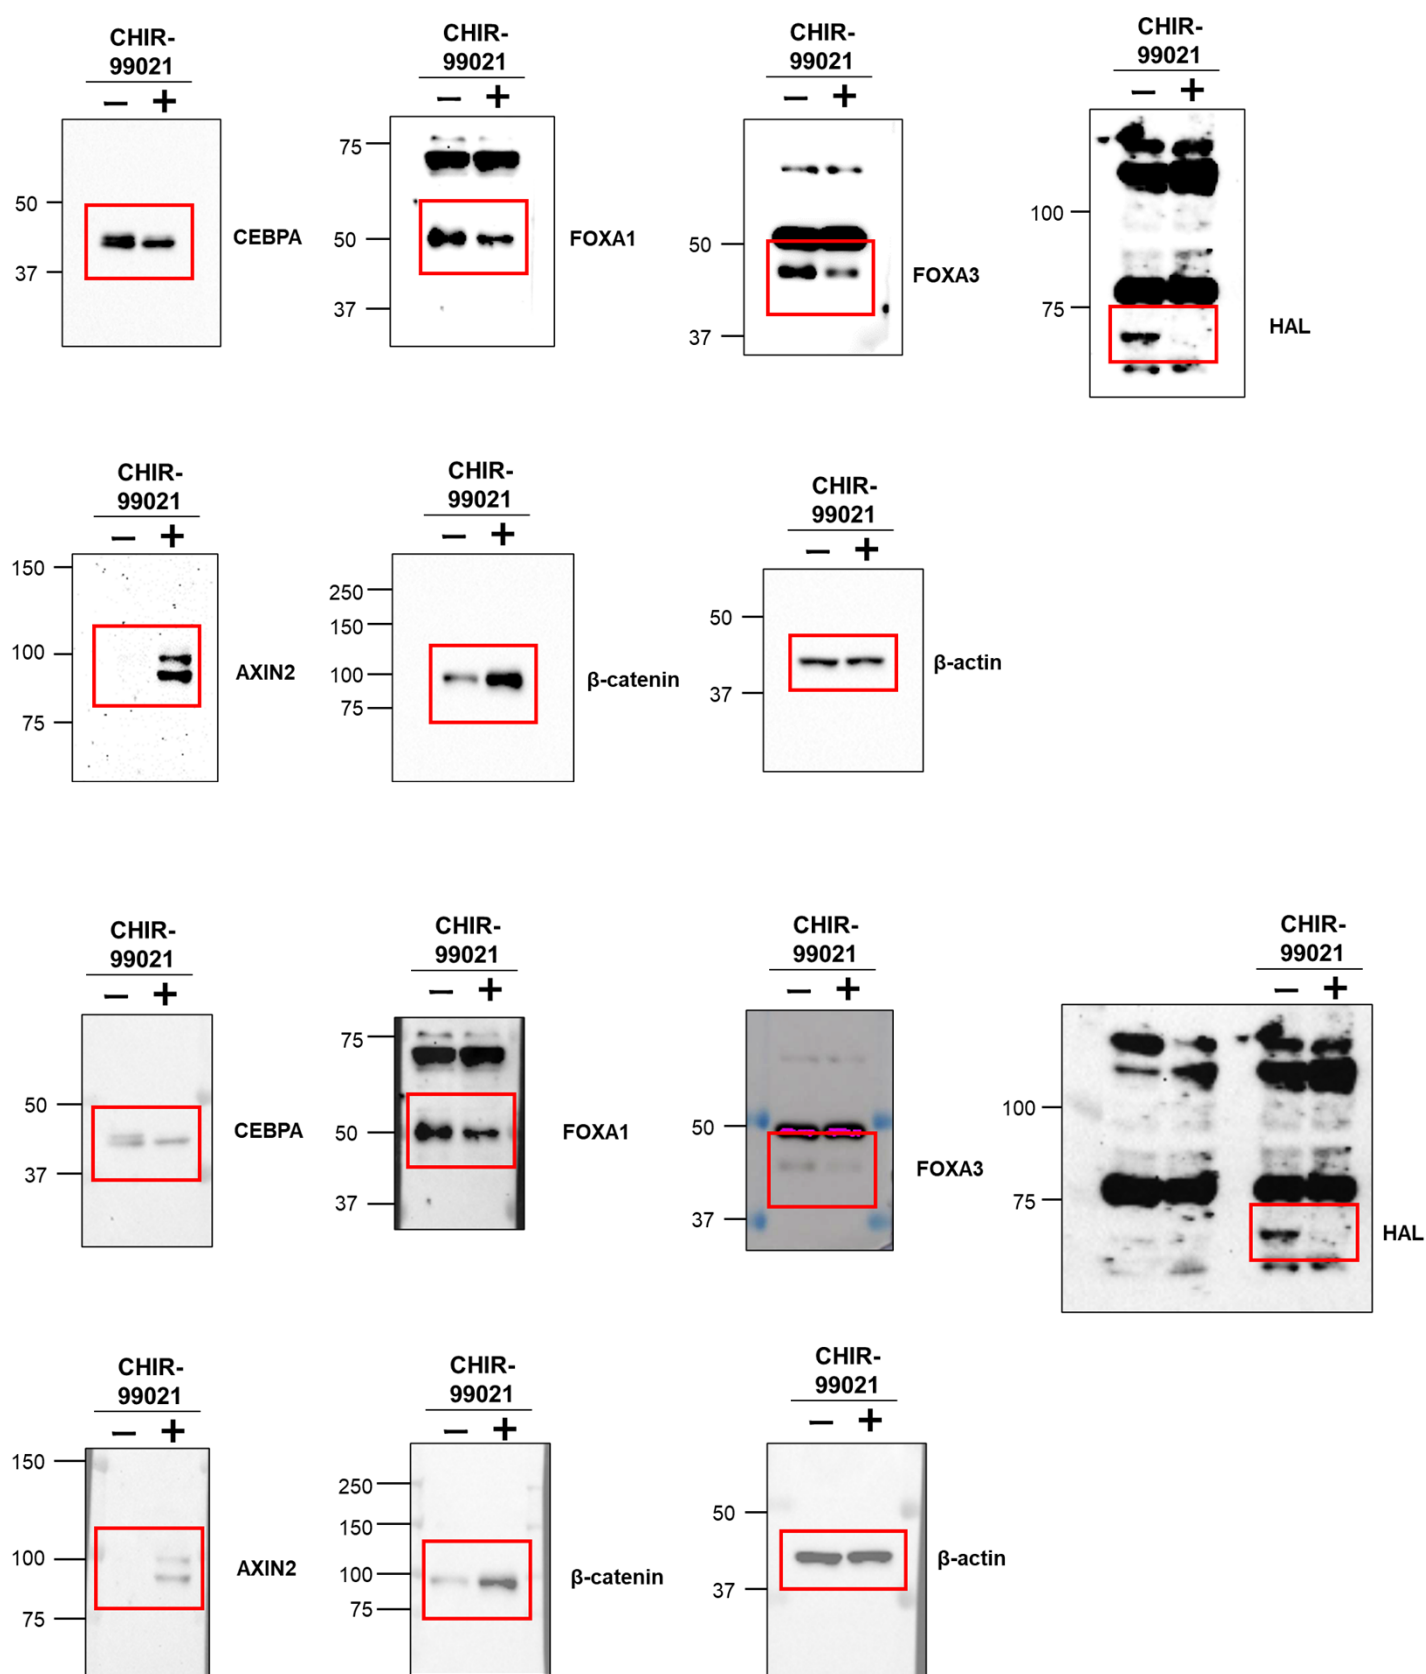

Supplementary Figure 9. Uncropped and unedited blot images with/without ladder of Figure 1d

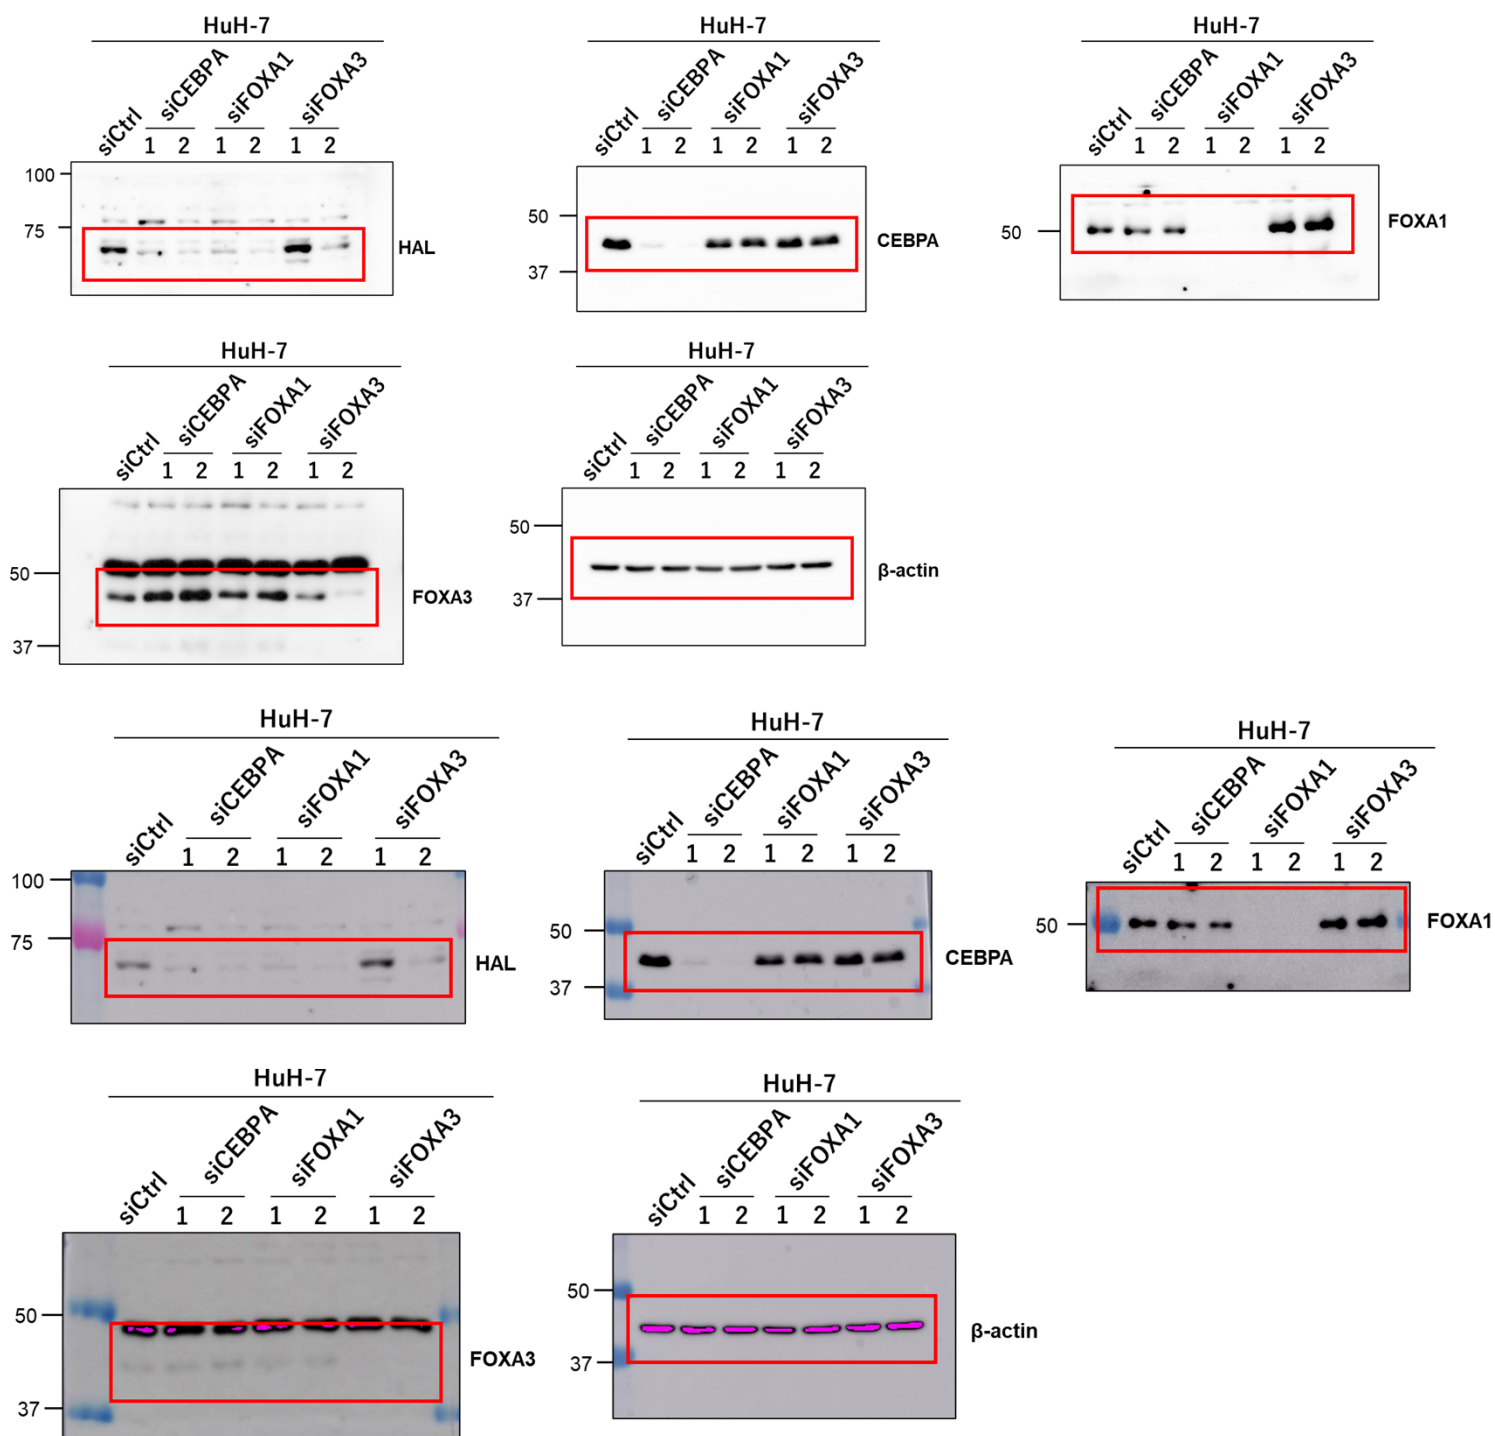

**Supplementary Figure 10. Uncropped and unedited blot images with/without ladder of Figure 3b**

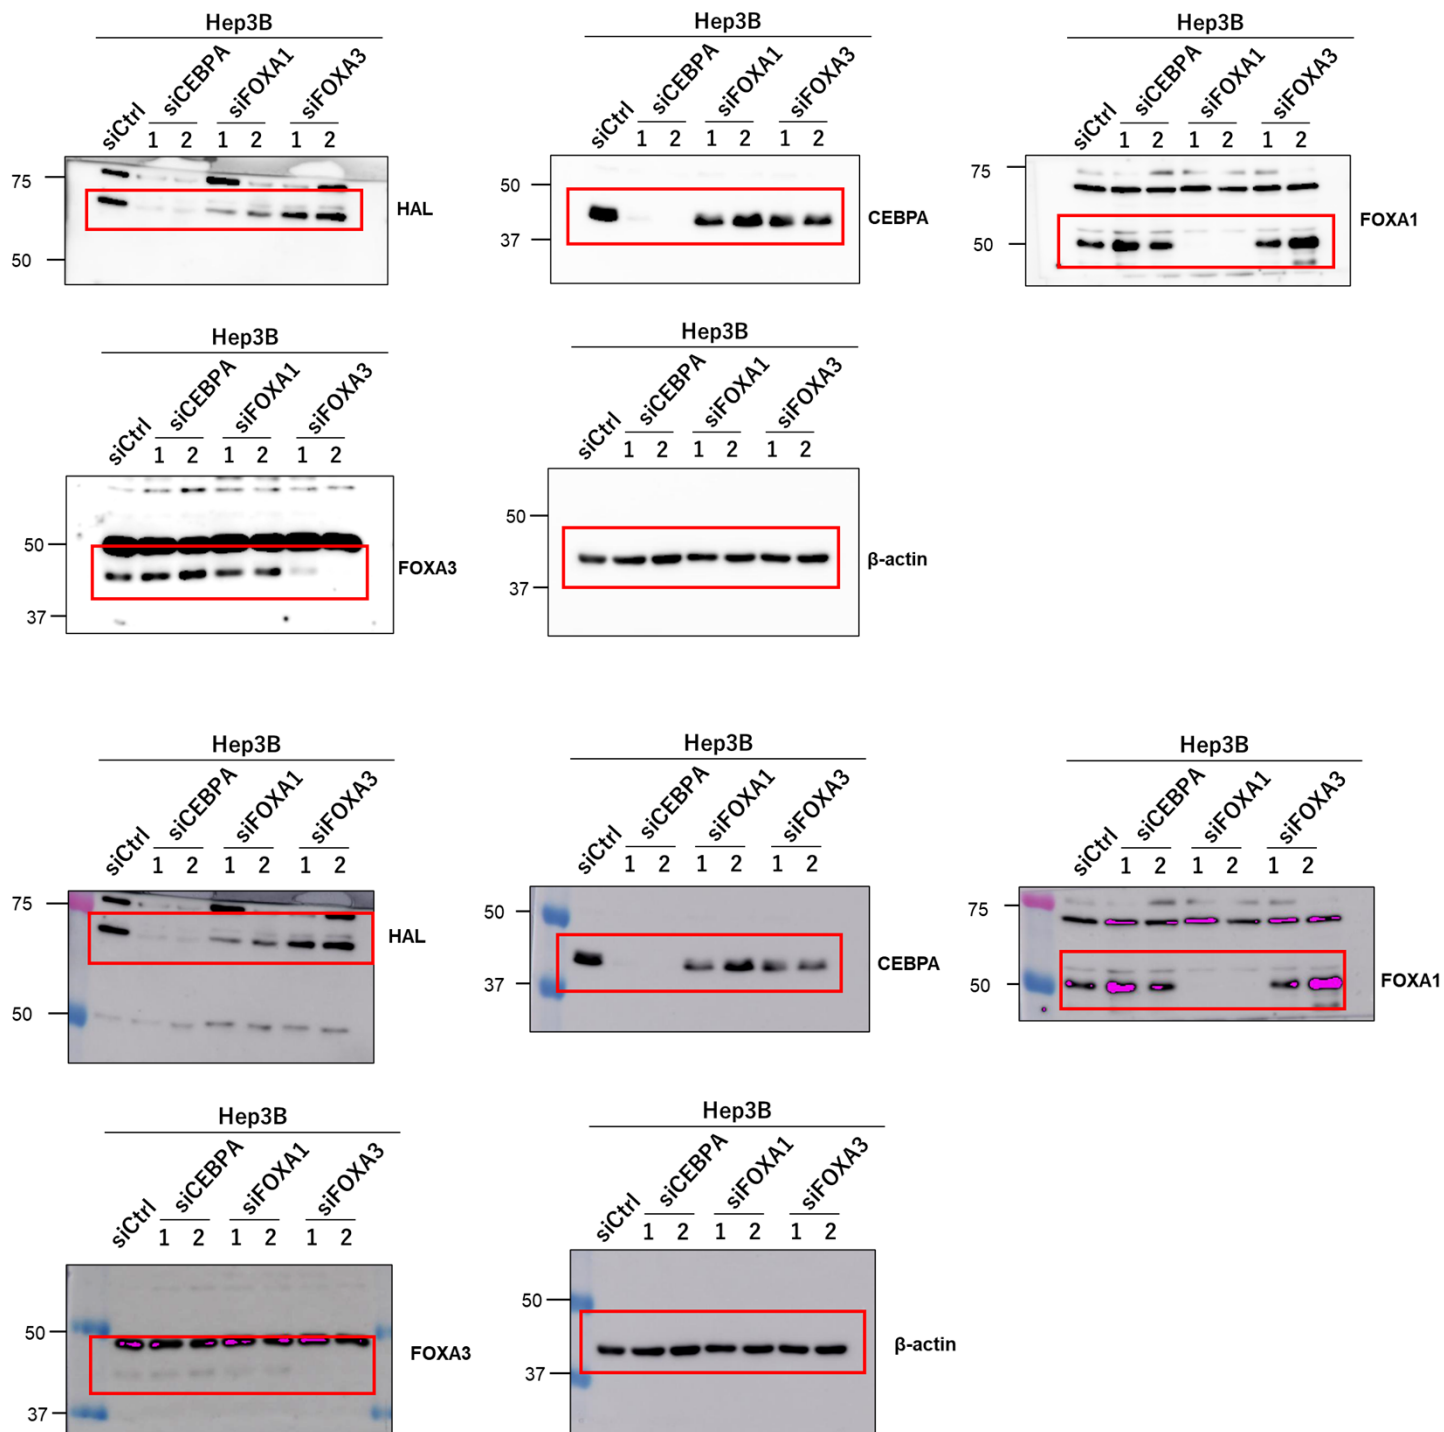

**Supplementary Figure 11. Uncropped and unedited blot images with/without ladder of Figure 3b**

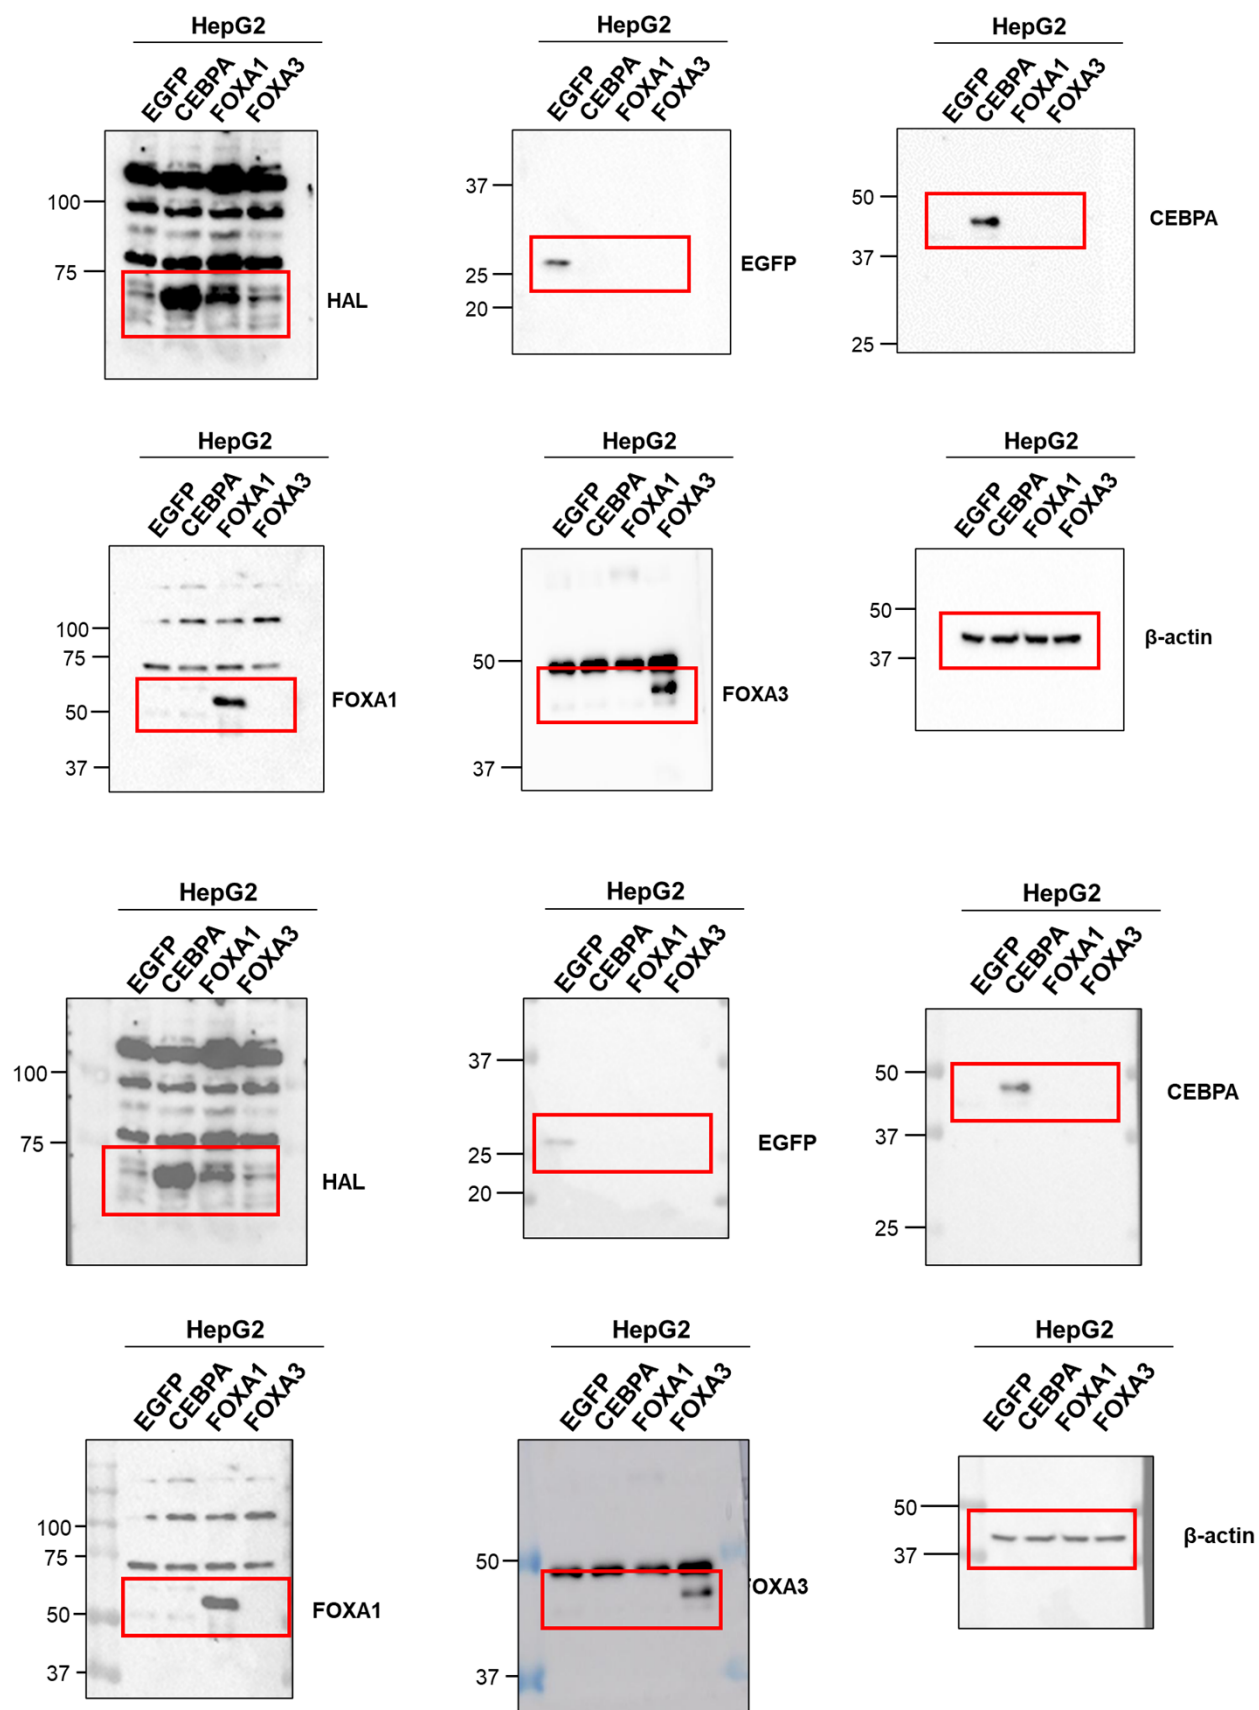

Supplementary Figure 12. Uncropped and unedited blot images with/without ladder of Figure 3d

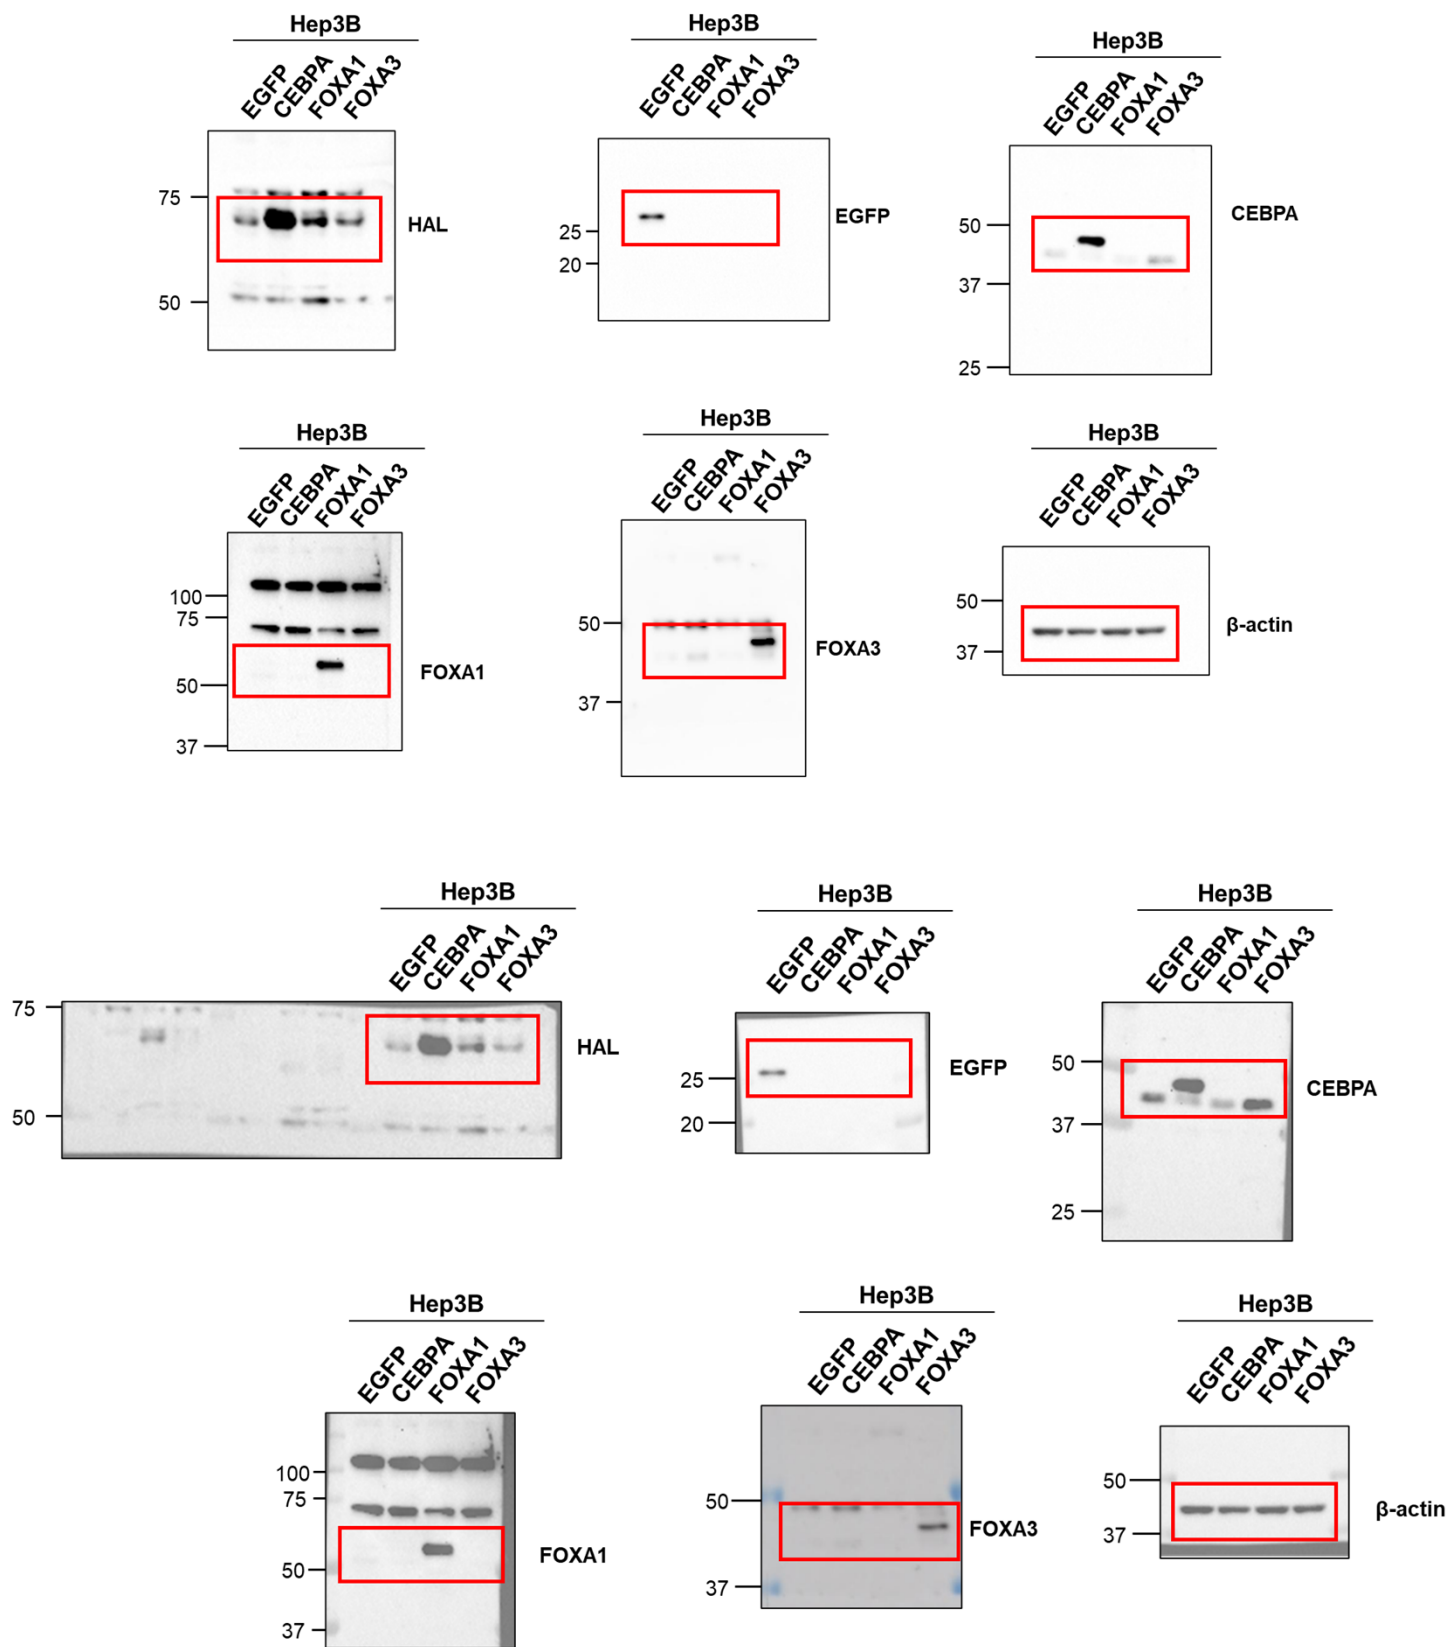

Supplementary Figure 13. Uncropped and unedited blot images with/without ladder of Figure 3d

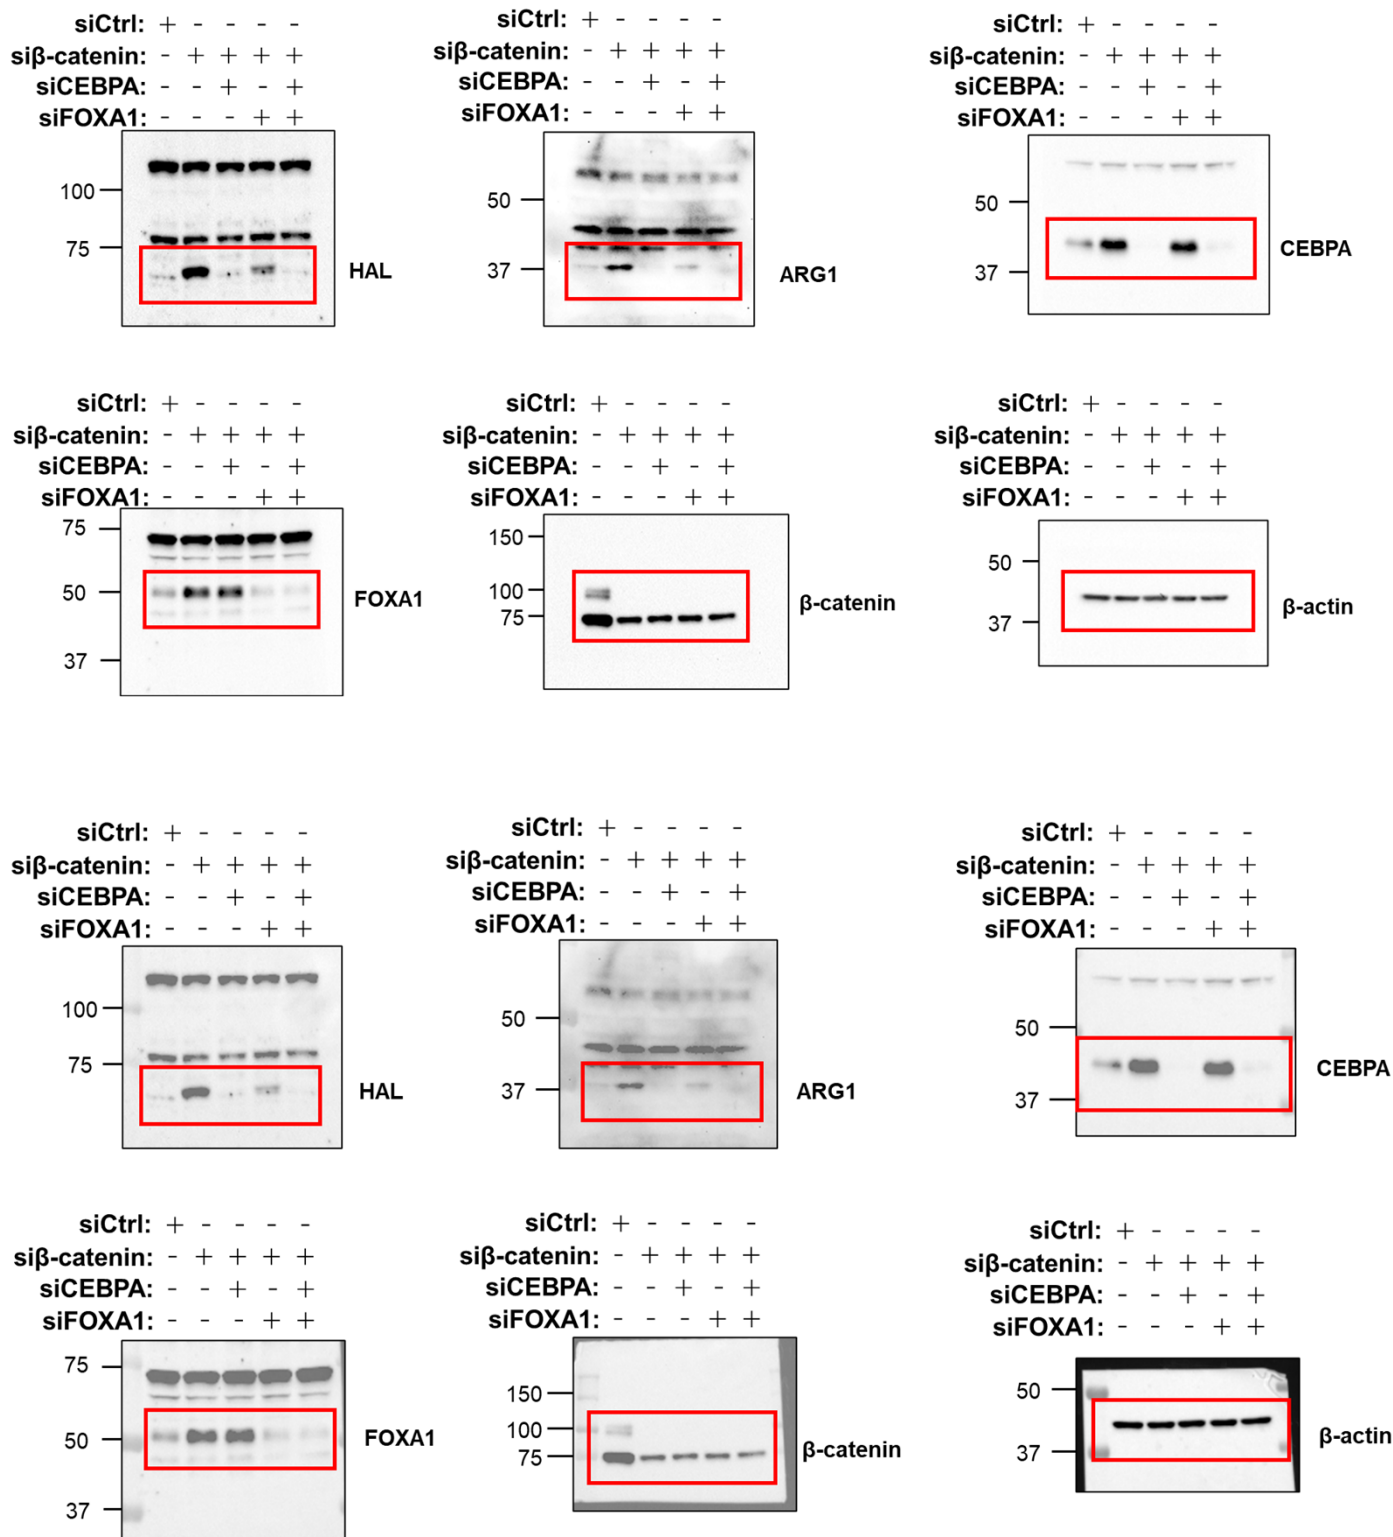

Supplementary Figure 14. Uncropped and unedited blot images with/without ladder of Figure 4h

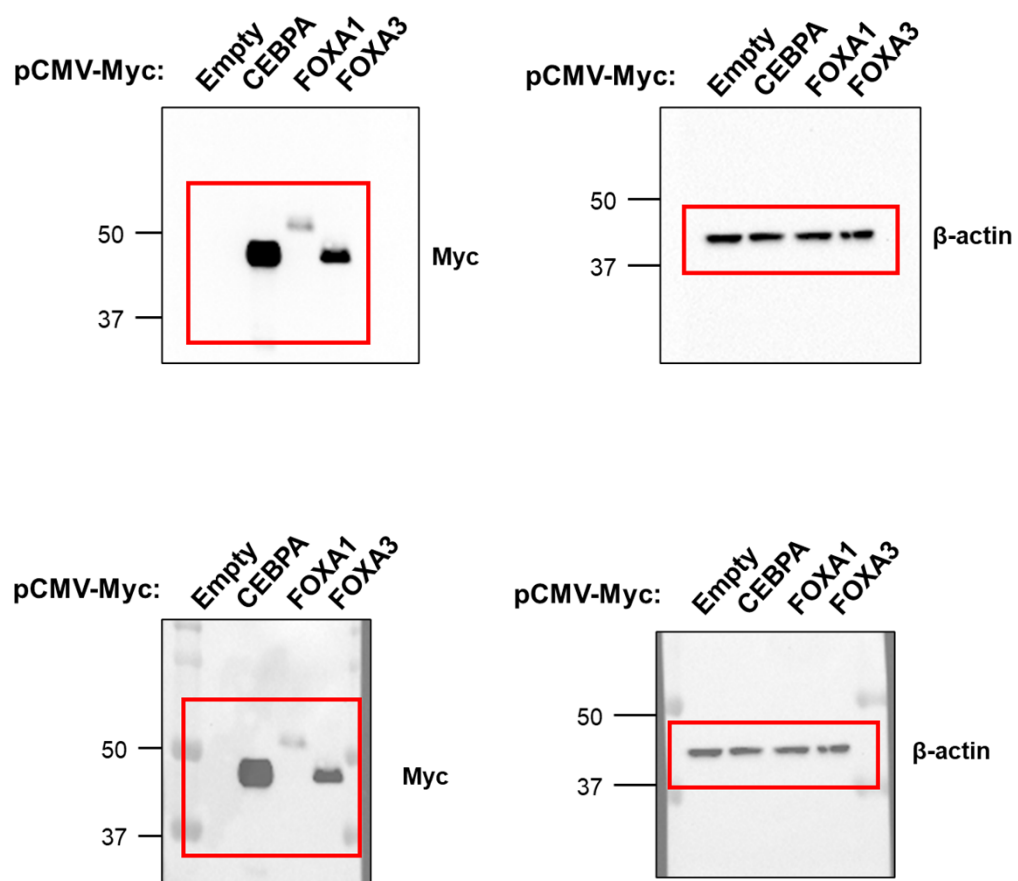

**Supplementary Figure 15. Uncropped and unedited blot images with/without ladder of Supplementary Figure 4a**

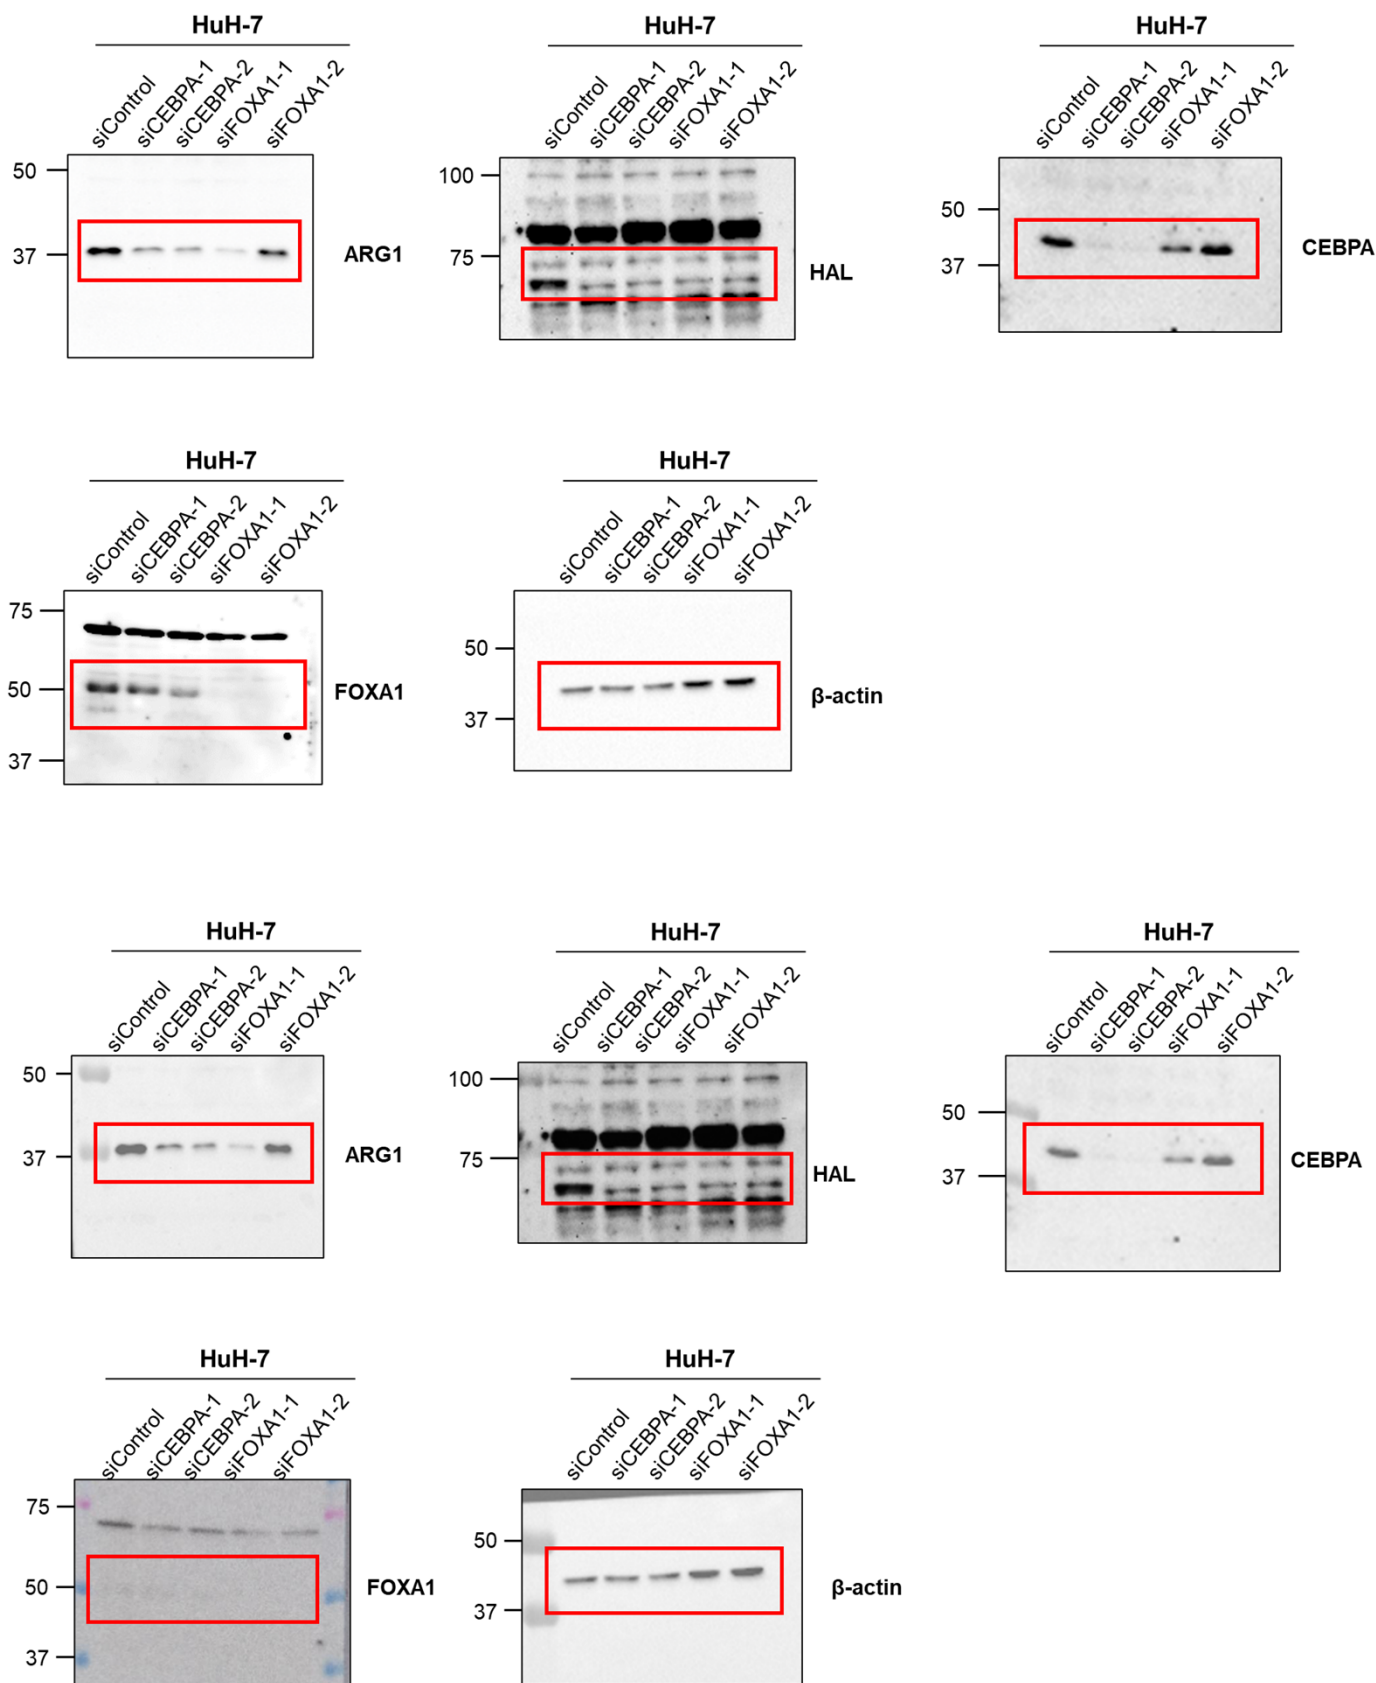

**Supplementary Figure 16. Uncropped and unedited blot images with/without ladder of Supplementary Figure 6c**

# Supplementary material for: Wnt/β-catenin signaling regulates amino acid metabolism through the suppression of CEBPA and FOXA1 in liver cancer cells
**Source:** Commun Biol. 2024 Apr 29;7:510. doi: 10.1038/s42003-024-06202-9
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File name:** Supplementary Data 1

**Description:**

Sheet 1: Data1a. TF binding motifs in the 5'-flanking region of the HAL gene (-90 to -44 bp) predicted by JASPAR

Sheet 2: Data1b. Microarray data from HepG2 cells treated with siRNAs targeting components of  $\beta$ -catenin-TCF/LEF complex

Sheet 3: Data1c. Information of probe IDs corresponding the numbers in Figure 1A

**File name:** Supplementary Data 2

**Description:**

Sheet 1: Data2a. Genes significantly altered by CEBPA siRNAs in HuH-7 cells

Sheet 2: Data2b. Genes significantly altered by FOXA1 siRNAs in HuH-7 cells

Sheet 3: Data2c. Significant peaks obtained from the CEBPA ChIP-seq data

Sheet 4: Data2d. Significant peaks obtained from the FOXA1 ChIP-seq data

**File name:** Supplementary Data 3

**Description:**

Sheet 1: Data3a. Genes directly regulated by CEBPA

Sheet 2: Data3b. Genes directly regulated by FOXA1

Sheet 3: Data3c. KEGG pathways associated with direct target genes of CEBPA

Sheet 4: Data3d. KEGG pathways associated with direct target genes of FOXA1

Sheet 5: Data3e. Genes directly regulated by both CEBPA and FOXA1

Sheet 6: Data3f. KEGG pathways associated with genes that are regulated by both CEBPA and FOXA1

**File name:** Supplementary Data 4

**Description:**

Sheet 1: Data4a. Levels of metabolites in HepG2 cells treated with control,  $\beta$ -catenin, or TCF7L2 siRNA

Sheet 2: Data4b. ORA analysis by MetaboAnalyst

**File name:** Supplementary Data 5

**Description:**

Sheet 1: Data5a. Primer sequences used for RT-qPCR, ChIP-qPCR, cloning, and site-directed mutagenesis

Sheet 2: Data5b. Target sequences of siRNAs used in this study

Sheet 3: Data5c. Raw data of Figure 1

Sheet 4: Data5d. Raw data of Figure 2

Sheet 5: Data5e. Raw data of Figure 3

Sheet 6: Data5f. Raw data of Figure 4

Sheet 7: Data5g. Raw data of Figure 5

# Supplementary material for: Wnt/β-catenin signaling regulates amino acid metabolism through the suppression of CEBPA and FOXA1 in liver cancer cells
**Source:** Commun Biol. 2024 Apr 29;7:510. doi: 10.1038/s42003-024-06202-9
**Supplement:** Supplementary file 9 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                  |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | N/A                                                                                                                                                                              |
| Data analysis   | Standard softwares as described in the Methods, including GeneSpring GX14.1, STAR (v2.7.3a), RSEM (v1.3.3), DESeq2 (v1.26.0), Bowtie2 (v2.4.1), MACS2 (v3.6), and HOMER (v4.11). |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All data supporting the findings of this study are available within the paper and the supplementary information. Microarray (GSE244527), RNA-seq (GSE244526), and ChIP-seq (GSE244525) data generated in this study were deposited in the Gene Expression Omnibus (GEO) database.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender N/A

Reporting on race, ethnicity, or other socially relevant groupings N/A

Population characteristics N/A

Recruitment N/A

Ethics oversight N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size Sample sizes are given in the figure legends.

Data exclusions No data are excluded from the experiments and analyses.

Replication Experiments were repeated as described in the manuscript and in the figure legends.

Randomization N/A

Blinding N/A

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                           |
|-------------------------------------|-----------------------------------------------------------|
| n/a                                 | Involved in the study                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                           |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

Antibodies used All antibodies used are described in the Methods.

Validation Antibodies were used at the manufacturer's recommended concentrations. Knockdown cell lines were used to query antibody specificity when possible.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                                                                                                                                                                                                                                           |
|----------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | HepG2 and Hep3B were obtained from the American Type Culture Collection (Manassas, VA), and HuH-6 and HuH-7 cells were from the Japanese Collection of Research Bioresources Cell Bank (Osaka, Japan). Retrovirus packaging cells PLAT-A was provided from Dr. Toshio Kitamura (The University of Tokyo). |
| Authentication                                                       | All cell lines used were authenticated by short tandem repeat profiling (ATCC and JCRB).                                                                                                                                                                                                                  |
| Mycoplasma contamination                                             | All cell lines used were confirmed to be mycoplasma-free by Hoechst DNA staining (ATCC and JCRB).                                                                                                                                                                                                         |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | None                                                                                                                                                                                                                                                                                                      |

## Plants

|                       |     |
|-----------------------|-----|
| Seed stocks           | N/A |
| Novel plant genotypes | N/A |
| Authentication        | N/A |

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                           |
|--------------------------------------------------------------------|-------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | GSE244525                                 |
| Files in database submission                                       | All fastq and bigWig files were uploaded. |
| Genome browser session<br>(e.g. <a href="#">UCSC</a> )             | No longer applicable                      |

### Methodology

|                         |                                                                                                                                                                                             |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates              | A ChIP-seq experiment with single technical replicate was performed, and the significant peaks were further confirmed by ChIP-qPCR.                                                         |
| Sequencing depth        | 58.6, 61.6, and 67.3 million reads were obtained from the input, CEBPA, and FOXA1 samples, respectively.                                                                                    |
| Antibodies              | Antibodies used for ChIP-seq are described in the Methods.                                                                                                                                  |
| Peak calling parameters | Peak calling was performed using MACS2 (v3.6). Peaks with q-value < 0.05 were considered significant.                                                                                       |
| Data quality            | A total of 4,460 and 7,469 significant peaks were obtained from the CEBPA and FOXA1 ChIP-seq samples, respectively (q-value < 0.05).                                                        |
| Software                | The sequencing data were aligned to human genome (GRCh38) using Bowtie2 (v2.4.1). Peak calling followed by assignment of peaks to genes was performed using MACS2 (v3.6) and HOMER (v4.11). |

How the deposited data were processed for this re-analysis (not part of the article)

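Total RNA of HepG2 cells treated with siRNA was measured on 8 single-colour arrays of 1 slide, with 1 array per treatment. The treatments were a control siRNA, the β-catenin-9 and β-catenin-10 siRNAs, the siRNAs against TCF7, TCF7L1, TCF7L2 and LEF1, and the combined TCF/LEF siRNAs, and they were assigned from the deposited sample titles. The first line of the slide held the control, TCF7, TCF7L1 and TCF7L2 arrays and the second line the other 4.

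The scanner files hold intensities that the authors extracted with Agilent Feature Extraction and deposited after background subtraction and spatial detrending by that program, without scaling between arrays. The series table holds log2 values that the authors made in GeneSpring and deposited after a shift to the 75th percentile of each array and after subtraction of the median of each probe over the arrays. Its column medians were −0.06 for the control, 0.05 for β-catenin-9, 0.06 for β-catenin-10, −0.06 for TCF7, −0.03 for TCF7L1, 0.03 for TCF7L2, −0.09 for LEF1 and 0.01 for the combined siRNAs. After the same shift and centring, the scanner values of 46822 probes had correlations between 0.99972 and 0.9999 with these columns.

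The scanner values were used here. Each array has 62976 spots, of which 58717 are not controls. Between 264 and 306 spots per array marked as outliers or not uniform were left out, spots of 1 probe were averaged, and no spot was saturated. The log2 of the intensity was taken and the 75th percentile of the non-control spots was subtracted. Dim probes were defined by the mark of the scanner program for signals well above background. Their side of a fold change was set to the lowest signal of a probe with that mark on the array, or kept at its own signal where that was higher. No fold change was given where both sides were dim.

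Probes were named by their RefSeq accession without version, for 29996 of 50599 probes, and 126 more by the supplementary tables of the study. The other 20477 probes stayed without a name. A gene was represented by the probe with the highest mean signal over the 8 arrays. No level of a probe was set against that of another probe, because probes differ in how strongly they bind. Among 3625 genes with more than 1 measured probe, 1 had a probe at least 2-fold higher and another at least 2-fold lower with both β-catenin siRNAs.

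Since no treatment has a second array, a gene was called by size alone, at 2-fold or more. Chance counts came from 100 simulated sets of unchanged arrays with a shared control, with noise taken within bins of expression from the difference between the β-catenin arrays, whose median size was 0.193 on the log2 scale. The overlap of 2 siRNAs was set beside the overlap of independent lists and the correlation that a shared control alone gives. limma 3.58.1 compared the 2 β-catenin arrays with the control array, with a trend in the prior variance and Benjamini-Hochberg adjustment. On simulated data of 14822 genes, limma called few genes with a 2-fold change and most genes with a 16-fold change, and it seldom called unchanged genes. In the same simulated data the 2-fold rule with both siRNAs passed 174 of 14622 unchanged genes, in either direction and without limits for dim probes.

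Gene lists were fixed from general knowledge and from the paper before the scanner files were examined. The median log2 change of a list was set beside the medians of 10000 lists drawn with replacement from genes in the same of 20 bins of expression. Clustering used the 53 probes of Supplementary Data 1c. Genes named in the text are mainly those that the paper names for these arrays, the genes with the largest changes by a fixed rule for the β-catenin, TCF7L1 and LEF1 siRNAs, and list members with the largest and smallest changes, which makes 261 genes. Where list members that rose or fell with both β-catenin siRNAs are named, some lie outside these 261, such as ZNRF3, HK2 and OASL. The figures of the paper and the part of Supplementary Data 1b at hand had been seen before this rule was written, so the values of the genes in them were known.

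The alternatives tried were normexp background correction, quantile normalization, a shift to the median of detected probes, the series table values, no filter on dim probes, the mean of all probes of a gene, the TCF7L1 or the LEF1 array as the reference, and each β-catenin siRNA alone. For clustering, average linkage, uncentred correlation and the values of all 8 arrays were tried, and for limma a prior variance without trend, probes above background on all 3 arrays and the control, TCF7L1 and LEF1 arrays as 1 group. Normexp was run on median spot signals because the files hold no mean signals. The work used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and R 4.3.3. Data of the paper that are not in these files, such as those from RT-qPCR, RNA-seq, chromatin immunoprecipitation and metabolites, were not analysed. Some results withheld for evaluation are not reported.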

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

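The tests of the hepatocyte genes, and the test of the higher genes with TCF7L1 siRNA, were chosen only after the results were seen.

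The paper proposes that TCF7L1 is unlikely to take part in activating Wnt signaling in these cells. The array of TCF7L1 siRNA had 994 genes at least 2-fold higher and 1239 lower, which the text of the paper does not describe. If the control array stood apart, few genes would remain against another reference, but against the LEF1 array 2320 genes were changed. A fault of the TCF7L1 array alone would leave the combined siRNAs, which share no array with it when set against control, without the same shift. Among 6432 genes within 1.5-fold of each other on the TCF7, TCF7L2 and LEF1 arrays, 400 were at least 2-fold lower on the TCF7L1 than on the LEF1 array. Their median was −0.39 with the combined siRNAs against control, below all random lists, which argues against such a fault for these lower genes. TCF7L1 itself was only at −0.39 in the combined array, so a missing shift there would not have shown a fault. Nor does the shared shift tie these genes to a loss of TCF7L1. For the 150 higher genes the median was at percentile 19.1, and a fault of that array cannot be told apart from an effect because TCF7L1 itself was little lowered by the combined siRNAs; with 1 siRNA, an effect on other transcripts than TCF7L1 also stays open and was not tested.

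Secreted hepatocyte proteins, a group that the text of the paper does not describe for these arrays, had a median of 1.14 on the log2 scale with the β-catenin siRNAs. Against the LEF1 array it was 0.93, which argues against a control array that stands apart. With LEF1 siRNA the median was −0.016, and that array lay in the same line of the slide as those of the β-catenin siRNAs. This argues against the line of the slide as the cause. The combined siRNAs, also in that line, were at 0.39. TCF7 and TCF7L2 siRNA, in the line of the control, were at 1.00 and 0.77, so a rise was also seen without a change of line. The column was not tested, though TCF7L1 siRNA, in the column of β-catenin-9 siRNA, was at −0.58. The arguments from the LEF1 array rest on its lying close to the control for these proteins, so they are not separate. A candidate explanation is that hepatocyte genes are held down by β-catenin in these cells, found and tested on the same arrays. The same proteins had a median of −0.58 with TCF7L1 siRNA, opposite to the β-catenin siRNAs, and CEBPA was at −1.88 with it. The differences between the siRNAs were themselves not tested.

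The text of the paper also does not describe NR1H4, the bile acid receptor FXR, at a mean log2 of 5.94 over the β-catenin siRNAs, and IFIT3, an antiviral gene, at 3.23. NR1H4 was also among the genes that rose most with LEF1 siRNA, so its rise was not particular to the β-catenin siRNAs and is smaller against the LEF1 array. ADH4, an alcohol dehydrogenase, was at 1.67 and SLC1A2, a glutamate transporter, at 1.22 with TCF7L2 siRNA, while both fell with the β-catenin siRNAs. Such genes were few. Only 3 were lower with both β-catenin siRNAs and higher with TCF7L2 siRNA and 2 the other way, against 575 higher and 451 lower in all of these treatments. These opposite directions were noticed in single arrays and the difference was not tested.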

How the results depend on the processing

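The count of list medians that changed sign was chosen only after the results were seen. No paired analysis was possible because each treatment has 1 array. The cause of the shifts below was not tested.

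With the TCF7L1 array as the reference, 2205 genes were at least 2-fold higher and 1707 lower with both β-catenin siRNAs, and 1716 and 1234 with these and TCF7L2 siRNA. The counts were 2440 and 2112 with TCF7 siRNA, 2211 and 1805 with TCF7L2 siRNA, and 1259 and 1061 with LEF1 siRNA, and 1672 genes were higher with the combined siRNAs. Directions reversed for PLEK2 (−0.60), CTH (0.087) and LIN28B (0.16) for the mean of the β-catenin siRNAs, and for HOXD1 (0.35), MFAP4 (at least 0.61, dim on the TCF7L1 array), SLC13A3 (0.020) and SPP1 (0.15) with TCF7L2 siRNA (log2).

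With the LEF1 array as the reference, 926 genes were higher with both β-catenin siRNAs and TCF7L2 siRNA and 1360 with TCF7L2 siRNA. Directions reversed for NRARP (1.20) and GPT (−0.60) for the mean of the β-catenin siRNAs, for CEBPE (0.022), HOXD1 (0.37) and GPT (−1.35) with TCF7L2 siRNA, and for TACO1 (−0.44) with TCF7L1 siRNA.

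With β-catenin-9 siRNA alone in place of both β-catenin siRNAs, 1692 genes were higher and 1371 lower.

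With normexp background correction, 377 genes were higher with both β-catenin siRNAs and TCF7L2 siRNA, 607 were higher with TCF7L1 siRNA, 577 were higher and 535 lower with TCF7L2 siRNA, 198 higher and 234 lower with LEF1 siRNA, and 508 higher with the combined siRNAs.

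Without the filter on dim probes, the counts were 1947 higher and 1681 lower with TCF7 siRNA, 1423 and 1665 with TCF7L2 siRNA, 851 and 1158 with LEF1 siRNA, and 1690 and 1278 with the combined siRNAs, and 1671 genes were higher with TCF7L1 siRNA. limma then called 0 genes higher and 0 lower with the β-catenin siRNAs, with 4548 and 2675 at an unadjusted p under 0.05. Without a trend in the prior variance, limma called 897 genes higher and 755 lower. Leaving out 1 β-catenin siRNA leaves limma no residual degree of freedom, so this could not be tested.

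With uncentred correlation, the smallest cluster with HAL and CEBPA held 7 of the 9 TFs of the paper, in 21 probes. The count was 4 in the main tree and with the series table values, 5 with the values of all 8 arrays, and 6 with average linkage and with normexp. It depends on the level of the tree, which the paper does not state, and so says nothing on whether the subgroup of the paper is found. Reversals above are of genes that changed at least 2-fold. No list median of at least 2-fold changed sign under the alternatives tried, but smaller ones did, 29 of 155 with the TCF7L1 array and 18 of 155 with the LEF1 array as the reference, 16 of 186 without the filter on dim probes and 9 of 186 with normexp, and 86, 57, 36 and 18 in this order moved by 0.2 or more on the log2 scale. The direct FOXA1 targets with the β-catenin siRNAs were at 0.023 without the filter. Values of named genes moved beyond the noise in 363 cases with the TCF7L1 array, 297 with the LEF1 array and 148 with normexp. Quantile normalization, the shift to the median of detected probes, the series table values and the mean of all probes moved none of the gene counts by over 1.5 times.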

Differences from the paper's values

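No test in this part was chosen only after the results were seen.

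The paper's RT-qPCR gives FOXA3 as 2.35-fold, 2.30-fold and 2.17-fold of control with β-catenin-9, β-catenin-10 and TCF7L2 siRNA, where its probe gives 1.37-fold, 1.36-fold and 1.05-fold. Of the alternatives chosen before the data were examined, the TCF7L1 array as the reference brings all 3 values within 1.5-fold of the paper's, at 2.62-fold, 2.60-fold and 2.02-fold, and FOXA3 was itself at a log2 of −0.94 with TCF7L1 siRNA, which raises them. The LEF1 array brings those of the β-catenin siRNAs just within that limit, at 1.58-fold and 1.57-fold. For CEBPA, RT-qPCR gives 2.943-fold, 3.285-fold and 3.048-fold, and the control array as reference 3.18-fold, 4.31-fold and 3.44-fold. The TCF7L1 array takes CEBPA away from RT-qPCR, to 11.7-fold, 15.8-fold and 12.6-fold. It does so for ARG1 too, at least 47.1-fold for the mean of the β-catenin siRNAs against 19.8-fold. FOXA1 stayed within 1.5-fold of RT-qPCR with either reference. The cause of the FOXA3 difference was not tested.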

Other observations

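The 24 cell cycle genes had a median of −1.19 on the log2 scale with the β-catenin siRNAs, and 12 fell and 0 rose with both, among them the kinase PLK1 at −2.04 and −1.58 and MCM7, of the replication helicase, at −1.77 and −1.48. The fall was smaller with TCF7L2 siRNA, with a median of −0.59 and 0 genes past 2-fold. With the combined siRNAs the median was −0.52, with 3 lower and 1 higher, and with TCF7 siRNA −0.90, with 9 lower and 0 higher. With both β-catenin siRNAs, of 14 bile acid and sterol genes with a value 8 rose and 0 fell, among them CYP8B1, which makes cholic acid, at 3.09 with β-catenin-9 siRNA, and of 25 liver-enriched TFs 9 rose and 0 fell, among them ONECUT1 at 3.27 and 2.93 and PPARA at 2.17 and 2.12. In 11 xenobiotic genes 8 rose and 1, ADH4, fell, in 9 gluconeogenesis genes 3 rose and 0 fell, and in 30 amino acid catabolism genes 7 rose and 0 fell, while 2 of 18 amino acid transporters rose and 1 fell. Among 14 pericentral genes 2 rose and 5 fell, and their median of 0.035 was at percentile 62.6 of random lists. Those that fell include AXIN2, LGR5 and TBX3, which are also counted above as Wnt targets. IFIT1, IFIT2, IFIT3, OASL, IFIH1 and IRF1 rose and OAS1 fell among 14 interferon response genes. The median of the interferon response genes was 0.68 with the β-catenin siRNAs, 0.79 with TCF7L2 siRNA, 0.54 with TCF7 siRNA and 1.38 with the combined siRNAs. It was 0.18 with TCF7L1 siRNA and 0.12 with LEF1 siRNA, and the cause of the rise was not tested. ATF3 and CHAC1 fell and 0 rose among 16 stress response genes.

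Biliary genes had 0 higher and 3 lower of 10, hepatoblast genes 0 and 1 of 16, mesenchymal, endothelial and blood genes 1 and 2 of 10, and intestinal genes 0 and 0 of 6. Of 13 reference genes 0 changed with both β-catenin siRNAs, and their median of −0.17 was at percentile 43.6. The lowest measured genes with β-catenin-9 and TCF7L2 siRNA included TNS4, a tensin, at −7.20 and −5.66 and IL11, a cytokine, at −5.98 and −5.74.

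The tests of the direct targets of CEBPA and FOXA1 with the β-catenin siRNAs were written before their results were seen, and the comparison with the other siRNAs was chosen after. The paper's direct CEBPA targets of HuH-7 cells, those lower with CEBPA siRNA and bound by CEBPA, had a median of 0.17 with the β-catenin siRNAs for 377 genes in HepG2 cells, at percentile 100 of random lists, and the common targets of CEBPA and FOXA1 were at percentile 99.99. The FOXA1 targets, of which the table at hand lists 488, 1 fewer than its title states, were at percentile 4.22, with a median of −0.11 that became 0.023 without the filter on dim probes, which argues against a rise of these targets as a group. The CEBPA targets outside the liver lists were also at percentile 100, with a median of 0.15 for 356 of the 377 genes. Leaving out so few genes could hardly move the median. Hepatocyte genes outside those lists stayed in, so whether hepatocyte genes at large carry the shift was not tested. With TCF7 siRNA, where CEBPA also rose, the CEBPA targets had a median of 0.0079 at percentile 49.8 and the common targets one of −0.20 at percentile 0.14, and with TCF7L1 siRNA, where CEBPA fell, the CEBPA targets had a median of 0.013 at percentile 88.3. With TCF7L2 siRNA, where CEBPA rose too, the medians were 0.16 at percentile 100 and 0.20 at percentile 99.98, so the targets went with CEBPA for some siRNAs and not for others. The FOXA1 targets had medians of −0.25 at percentile 0 with TCF7 siRNA, −0.0085 at percentile 31.3 with TCF7L2 siRNA and 0.096 at percentile 100 with TCF7L1 siRNA.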
